# *In Vivo* Translatome Profiling in Spinal Muscular Atrophy Reveals a Role for SMN Protein in Ribosome Biology

**DOI:** 10.1016/j.celrep.2017.10.010

**Published:** 2017-10-24

**Authors:** Paola Bernabò, Toma Tebaldi, Ewout J.N. Groen, Fiona M. Lane, Elena Perenthaler, Francesca Mattedi, Helen J. Newbery, Haiyan Zhou, Paola Zuccotti, Valentina Potrich, Hannah K. Shorrock, Francesco Muntoni, Alessandro Quattrone, Thomas H. Gillingwater, Gabriella Viero

**Keywords:** neurodegeneration, motor neuron disease, ribosome, translatome, polysomal profiling, spinal muscular atrophy, SMN

## Abstract

Genetic alterations impacting ubiquitously expressed proteins involved in RNA metabolism often result in neurodegenerative conditions, with increasing evidence suggesting that translation defects can contribute to disease. Spinal muscular atrophy (SMA) is a neuromuscular disease caused by low levels of SMN protein, whose role in pathogenesis remains unclear. Here, we identified *in vivo* and *in vitro* translation defects that are cell autonomous and SMN dependent. By determining in parallel the *in vivo* transcriptome and translatome in SMA mice, we observed a robust decrease in translation efficiency arising during early stages of disease. We provide a catalogue of RNAs with altered translation efficiency, identifying ribosome biology and translation as central processes affected by SMN depletion. This was further supported by a decrease in the number of ribosomes in SMA motor neurons *in vivo*. Overall, our findings suggest ribosome biology as an important, yet largely overlooked, factor in motor neuron degeneration.

## Highlights

• Polysomal profiling reveals translation defects in SMA mice
• Translation defects are SMN dependent and cell autonomous
• Translation efficiency alterations highlight defects in ribosome biology
• The number of axonal ribosomes is decreased in SMA *in vivo*

## Introduction

Neurons are highly specialized cells, reliant on precise spatial and temporal control of translation to maintain their unique anatomy and physiology. Local control of protein synthesis allows neurons to regulate axonal outgrowth and growth cone dynamics during development and to control cellular processes required for maintaining neuronal homeostasis throughout the lifespan (Jung et al., 2014). It is therefore not surprising that dysregulation of translation has been linked to the pathogenesis of several neurological diseases. For example, genetic studies of familial and sporadic forms of motor neuron diseases have identified mutations in genes involved in RNA biology as active contributors to disease pathogenesis (Brinegar and Cooper, 2016, Cookson, 2016, Renton et al., 2014, Sephton and Yu, 2015). It remains unclear, however, why defects in ubiquitously expressed components of RNA metabolism lead to defects that are largely restricted to selected cell populations, and the extent to which changes in translation play a causative role in neurodegeneration *in vivo* remains to be fully determined.

Spinal muscular atrophy (SMA) is the most common genetic cause of infant mortality (Lefebvre et al., 1995, Lunn and Wang, 2008), where a loss of lower motor neurons leads to atrophy of skeletal muscle. In the most common and severe cases (type I), onset occurs ∼6 months of age (Lunn and Wang, 2008). SMA is caused by low levels of full-length survival of motor neuron protein (SMN). Humans have two copies of the gene encoding SMN: *SMN1* and *SMN2*. 95% of SMA cases are caused by homozygous deletion of *SMN1*. *SMN1* and *SMN2* are 99.9% identical, with just one base pair difference (Lorson et al., 1999), resulting in skipping of exon 7 in ∼85%–90% of *SMN2* transcripts. Without exon 7, the *SMN2*-derived protein is quickly degraded, leaving only low levels of functional SMN protein (Burghes and Beattie, 2009, Tisdale and Pellizzoni, 2015).

Several lines of evidence suggest that SMN protein is involved in the development and maintenance of motor neuron growth cones, axon, and neuromuscular junctions (Farrar et al., 2017) mediated, at least in part, through its role in regulating ubiquitin homeostasis (Groen and Gillingwater, 2015, Wishart et al., 2014). In concert with other RNA binding proteins, SMN forms complexes in the nucleus and cytoplasm of neurons (Donlin-Asp et al., 2016, Fallini et al., 2012). As such, SMN protein has housekeeping roles in the assembly of ribonucleoprotein (RNP) complexes, including the U3 snoRNA (Wehner et al., 2002) required for 18S ribosomal RNA biogenesis (Dragon et al., 2002) and the small nuclear RNP (snRNP) required for processing of histone pre-mRNAs (Tisdale et al., 2013). In addition, SMN localizes to dendrites, synapses, and axons *in vivo* and *in vitro* (Béchade et al., 1999, Jablonka et al., 2001, Wishart et al., 2014), where it is part of messenger RNP (mRNP) complexes with roles in mRNA transport (So et al., 2016, Zhang et al., 2008). These cellular processes are tightly linked to local translation, suggesting that SMN may play a pivotal role in its regulation. Indeed, SMN has been found to associate with polyribosomes *in vitro* (Sanchez et al., 2013) and in the rat spinal cord (Béchade et al., 1999). Moreover, components of the translation machinery are mislocalized in SMN-depleted cells (Gabanella et al., 2016), and localization and translation of specific mRNAs are altered in primary neurons derived from SMA mice (Fallini et al., 2011, Fallini et al., 2016, Rossoll et al., 2003). However, a direct link between SMN and the regulation of translation *in vivo* has not yet been demonstrated.

Here, we used polysomal profiling to investigate the role of SMN in translation in an established mouse model of SMA. We show that SMN depletion leads to widespread perturbations in translation, thereby identifying a key role for SMN in translation and ribosome biology *in vivo*.

## Results

### Polysomal Profiling Reveals Translation Defects in SMA

To test the hypothesis that low levels of SMN lead to defects in translation *in vivo*, we performed polysomal profiling on brain, spinal cord, kidney, and liver harvested from the “Taiwanese” SMA mice (Hsieh-Li et al., 2000, Wishart et al., 2014) at pre-, early-, and late-symptomatic stages of disease. Since one major challenge in studying neurodegenerative diseases such as SMA is to distinguish true pathogenic changes—occurring early in pathogenesis—from downstream cellular phenotypes that represent later-stage consequences of the disease (Bäumer et al., 2009), we did not include disease end-stage mice, thereby avoiding secondary, non-specific changes. We performed polysomal profiling to gather information about the translation state in SMA, both *in vitro* and *in vivo*. We determined the following under both physiological and diseased conditions: (1) the fraction of ribosomes engaged on polysomes, revealing the overall level and efficiency of translation (Brina et al., 2015), (2) the protein co-sedimentation profile with ribosomes and polysomes (Darnell et al., 2011, Tiedje et al., 2012), and (3) the transcriptome-wide analysis of RNAs associated with polysomes (i.e. the translatome, POL-seq) by next-generation sequencing (NGS) (King and Gerber, 2016) (Figure 1A). Graphical representations of typical polysome profiles are shown in Figure 1B for brain and in Figure 1C for spinal cord. The first peak contains free cytosolic light components (RNPs), and the subsequent peaks include ribosomal subunits (40S and 60S) and monosomes (80S), all associated with non-translating particles. The remaining peaks of the profile represent polysomes, which sediment with high sucrose concentrations and contain the RNAs associated with ribosomes.

**Figure 1:**
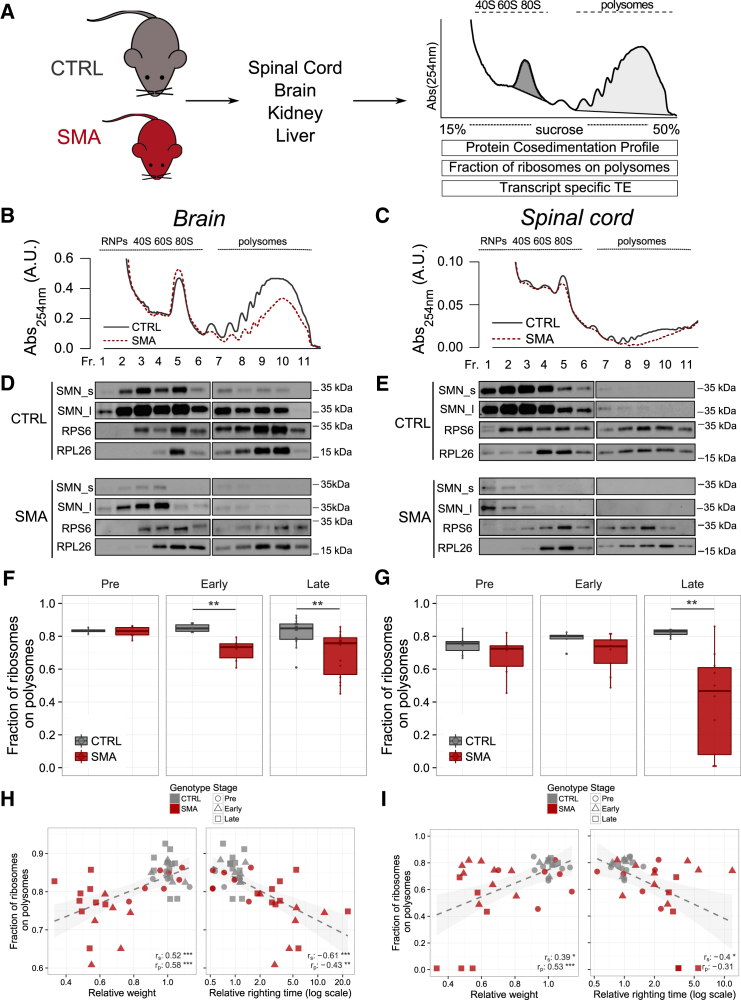
Translation Is Impaired in Symptomatic SMA Nervous Tissues (A) Experimental design and analyses using polysomal profiles from control (CTRL) and SMA mouse tissues. (B and C) Sucrose gradient absorbance profiles from CTRL and SMA brains and spinal cords (late symptomatic). (D and E) Co-sedimentation profiles of SMN and ribosome markers RPS6 and RPL26 under the corresponding sucrose gradient. The signal of SMN along the profile is shown for short (SMN_s) and long (SMN_l) exposure times of acquisition. (F and G) Comparison between the fraction of ribosomes in polysomes (FRP) in CTRL and SMA mouse brains (F) and spinal cords (G) at three stages of disease (brain: pre-symptomatic, CTLR n = 4, SMA n = 7; early symptomatic: CTLR n = 6, SMA n = 6; late symptomatic: CTRL n = 16, SMA n = 14; spinal cord: pre-symptomatic: CTRL n = 7, SMA n = 6; early symptomatic: CTLR n = 5, SMA n = 9; late symptomatic: CTLR n = 7, SMA n = 10, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-tailed t test). (H and I) Relationship between body weight (left) or righting time (right) and the corresponding FRP, obtained from CTRL and SMA mouse brains (H) and spinal cords (I). Each point corresponds to one mouse. Spearman and Pearson correlations between are indicated (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, correlation test). See also Figure S1 and Data S1.

The cytoplasmic localization of SMN, alongside its known role in mRNA transport along the axon and its potential association with both ribosomal proteins (Fuller et al., 2010) and polysomes (Béchade et al., 1999, Sanchez et al., 2013), prompted us to confirm its association with polysomes *in vivo*, determining the co-sedimentation profiles of SMN in control and SMA brain and spinal cord by immunoblotting (Figures 1D and 1E, respectively). In control mice, we observed co-sedimentation of SMN with the 40S ribosomal subunit, 80S monosomes, and polysomes in brain (Figure 1D) and spinal cord (Figure 1E). To further study the association of SMN with ribosomes/polysomes, we determined the co-sedimentation profiles of SMN in the presence of EDTA, which dissociates ribosomes into small and large subunits, finding that SMN moved toward lighter fractions (Figure S1A). Moreover, when a sub-cellular fractionation coupled to high-salt wash was performed, SMN was found to be tightly associated to the ribosome fraction (Figure S1B). In SMA mouse tissue, in addition to an overall reduction in SMN levels, co-sedimentation analysis demonstrated a corresponding decrease of SMN co-sedimentation with both monosomes and polysomes (Figures 1D and 1E). Moreover, in SMA spinal cord, SMN moved toward lighter fractions that correspond with ribonucleoparticles (Figure 1E). Thus, cytoplasmic SMN partially co-sediments with translation machinery *in vivo*, while in SMA, SMN is depleted from ribosomal fractions and moves to non-ribosome-associated fractions.

When comparing polysomal profiles from late-symptomatic SMA and age-matched control tissue (Figures 1B and 1C), we noted a reduction in the polysome peak of SMA profiles, suggestive of translation defects. To quantify this effect, we determined the fraction of ribosomes engaged on polysomes (FRP) at different stages of disease (Experimental Procedures and Figures 1F and 1G). This value provides an estimate of the translation status/activity of tissues and cells, describing the engagement of ribosomes on RNAs in polysomes and/or the recruitment of mRNAs on polysomes for translation (Anand et al., 2003, Brina et al., 2015, Ortiz and Kinzy, 2005). We compared FRP values in different tissues of SMA mice at different stages of disease with age-matched controls, finding no detectable changes at pre-symptomatic stages in any tissue. Strikingly, however, we observed a strong decrease in FRP in SMA spinal cord from symptomatic mice (Figure 1G). In addition, we noted a significant decrease at early- and late-symptomatic stages in SMA brain (Figure 1F), indicating that translation can be affected early in the disease process. A decrease in kidney but no change in liver (Figures S1C–S1E) suggests that translation defects display tissue specificity, with the most pathologically affected tissues in SMA showing the greatest magnitude of change.

To investigate the temporal nature of translation changes, we compared the extent of translation impairment with established SMA phenotypic disease readouts: body weight (Hsieh-Li et al., 2000) and righting time (Le et al., 2005). SMA mice were easily discernible from control littermates at early- and late-symptomatic stages, as demonstrated by decreased body weight and increased righting time (Data S1). In contrast, at pre-symptomatic stages, SMA and control mice were indistinguishable. In control and pre-symptomatic SMA mice, normal body weight and short righting times were associated with high FRP values in brain (Figure 1H) and spinal cord (Figure 1I). In contrast, in early- and late-symptomatic SMA mice, lower FRP values corresponded with the appearance of disease symptoms. The relationship between lower FRP values and lower relative weight (Figure 1H and 1I, left panels) and longer time to right (Figures 1H and 1I, right panels, and Figures S1E and S1F) confirmed that translation defects in SMA are associated with established phenotypic readouts of disease progression. Thus, FRP values reflect translation defects downstream of SMN depletion that co-occur with early phenotypic changes in SMA.

### Translation Defects Are SMN Dependent

Having demonstrated a decrease in the fraction of ribosomes on polysomes in SMA and the association of translation impairment with disease severity, we next wanted to establish whether these changes were directly dependent upon SMN protein expression. To assess this, we investigated polysome profiles of SMA mice treated with an established antisense oligonucleotide (ASO) that leads to restoration of SMN levels (Hua et al., 2011, Zhou et al., 2013). Mice received an intravenous injection of a 25-mer morpholino ASO (PMO25) that targets the *SMN2* intron 7 splicing silencer N1. As expected, this treatment increased levels of *SMN2* exon 7 inclusion in the central nervous system (CNS) (Zhou et al., 2013). After polysomal profiling (Figure 2A), we determined the FRP in brain and spinal cord of control, SMA, and ASO-treated SMA mice (Figure 2B). The increase in SMN protein levels restored SMN on polysomes (Figure 2C) and robustly rescued disease symptoms compared with untreated SMA mice (Figures S2A and S2B). As previously, loss of SMN from polysomes in late-symptomatic SMA mice was associated with a significantly decreased FRP in brain and spinal cord compared to littermate controls (Figure 2D). In contrast, ASO treatment not only restored the amount of SMN but actually increased levels compared to controls. This resulted in restoration of the amount of SMN on polysomes and the fraction of ribosomes in polysomes (Figure 2D). Moreover, FRP values after ASO treatment correlated with normal weight and righting times (Figures 2E, S2C, and S2D).

**Figure 2:**
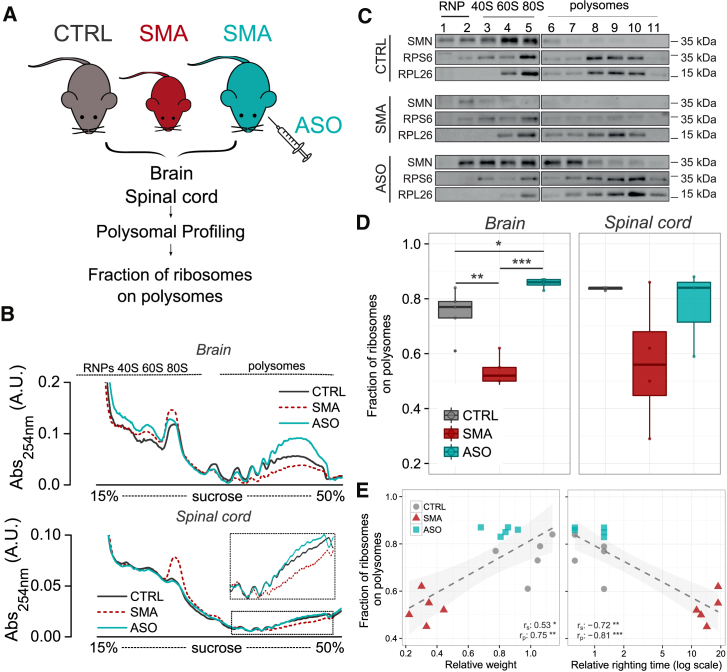
Treatment with ASO Recovers SMN Expression and Translation Defects in SMA Tissues (A) Experimental design. (B) Representative polysomal profiles obtained from brains (top) and spinal cords (bottom) in each experimental group. (C) Representative polysomal profiles obtained from CTRL, SMA, and SMA-ASO mouse brains (late symptomatic) and corresponding co-sedimentation profiles from each experimental group for SMN, RPS6, and RPL26. (D) FRP from CTRL, late-symptomatic SMA and SMA-ASO brains (left) and spinal cords (right) (CTRL, n = 5; SMA, n = 5; ASO, n = 5, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-tailed t test). (E) Relationship between body weight (left) or righting time (right) and the corresponding FRP, obtained from CTRL, SMA, and ASO-treated mouse brains. Each point corresponds to one mouse. Spearman and Pearson correlations are indicated. (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, correlation test). See also Figure S2.

Thus, these results demonstrate that translational defects observed in SMA can be reversed by restoring SMN.

### Translation Impairment Is Cell Autonomous

Whether the defects in ribosome engagement on polysomes detailed above are a major driver of functional impairment of translation and/or cell autonomous remained to be determined.

We therefore cultured primary motor neurons (the main affected neuronal cell type in SMA [Powis and Gillingwater, 2016]) and primary hippocampal neurons (a more modestly affected cell type [Wishart et al., 2010]) from SMA and control mice. We measured *de novo* protein synthesis levels using an established metabolic labelling technique based on incorporating the methionine-homologue L-azidohomoalanine (AHA) into newly synthesized proteins (Dieterich et al., 2010). When primary motor neurons were treated with anisomycin, an inhibitor of translation, the AHA fluorescence signal decreased to background levels (Figures S3A–S3C) while, when applying AHA metabolic labelling to primary SMA-derived motor and hippocampal neurons (Figures 3A and 3B), we observed a marked decrease in fluorescence: ∼37% decrease in SMA versus control motor neuron cell bodies (Figure 3C). Similarly, fluorescence intensity in axon segments of primary motor neuron revealed an ∼ 39% decrease (Figure S3D). Comparable quantification in primary hippocampal neurons indicated a more modest decrease of ∼21% (Figure 3D). In line with these results and with previously observed pathological changes in the hippocampus and cortex of SMA mice (Wishart et al., 2010), we found a significant decrease in FRP in dissected cortex and hippocampus from late-symptomatic SMA mice, while no changes were detected in the cerebellum (Figure S3E). These results demonstrate that defects in ribosomal engagement on polysomes in whole tissues (e.g. spinal cord or brain) are restricted to specific anatomical regions and cell populations (e.g., motor and hippocampal neurons), with the most robust defects in *de novo* protein synthesis observed in the primary affected cell type in SMA, the motor neuron.

**Figure 3:**
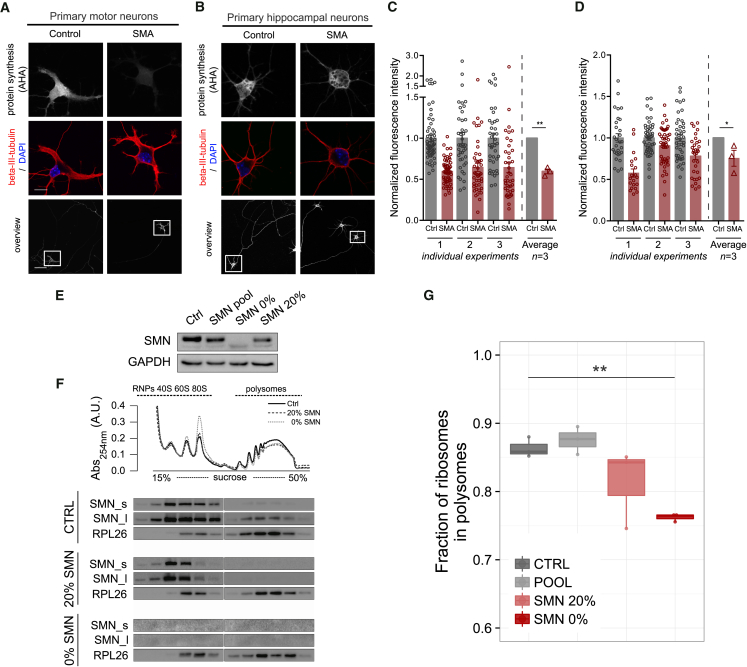
Translation Defects are Cell Autonomous and Dependent on SMN Loss (A and B) Primary motor neurons (A) and primary hippocampal neurons (B) from control and SMA embryos were stained to reveal overall morphology (beta-III-tubulin, red) and nuclear integrity (DAPI, blue). Protein synthesis was visualized by labelling newly synthesized proteins with L-azidohomoalanine (AHA, gray scale, scale bars: 50 μm (overview), 10 μm (cell bodies; beta-III-tubulin/DAPI and AHA). DAPI, 4’,6-diamindion-2-phenylindole). (C) AHA fluorescence intensity values in individual primary motor neurons in three independent preparations: SMA (n = 43, 41, and 56) and control (n = 42, 40, and 56). (D) AHA fluorescence intensity values in individual primary hippocampal neurons in three independent preparations: SMA (n = 29, 50, and 48) and control (n = 20, 48, and 32) (^∗∗^p < 0.01, ^∗^p < 0.05, Student’s t test; error bars ± SEM.). (E) SMN levels in NSC-34 native (CTRL), the pool of cells expressing different levels of SMN (POOL), and two specific clones expressing 20% and 0% of SMN. (F) Representative polysomal profiles from NSC-34 native (CTRL) and the two clones expressing 20% and 0% of SMN. Co-sedimentation profiles of SMN and RPL26 are shown. The signal of SMN is shown for short (SMN_s) and long (SMN_l) exposure times of acquisition. (G) Comparison between the FRP in NSC-34 native and expressing 20% and 0% of SMN (CTRL: n = 3; 20%: n = 3; 0%: n = 3). Significant decreases were identified with one-tailed t test (^∗∗^p < 0.01). See also Figure S3.

Next, to study the role of SMN in inducing the observed translation defects, we developed motor-neuron-like cell lines (NSC-34) expressing SMN at defined levels using CRISPR/Cas9 technology. We isolated and expanded clones expressing 20% and 0% SMN (Figure 3E) and performed polysome profiling (Figure 3F) to determine the FRP. As seen in whole tissues, we observed translation defects that correlated directly with the relative level of SMN loss (Figure 3G).

Taken together, these data suggest that translation impairment is a cell-autonomous event in SMA that is regulated directly by SMN levels.

### Determining the *In Vivo* SMA Transcriptome and Translatome by Next-Generation Sequencing

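The sequenced brains came, by their labels, from “Taiwanese” SMA mice (Smn −/− with a human SMN2 transgene) and from heterozygous control littermates. They were taken on postnatal day 5 (early-symptomatic, 2 mice per genotype) and day 7 (late-symptomatic, 3 mice per genotype), and each replicate number has a library of total cytoplasmic RNA and a library of polysomal RNA, 20 libraries in all. By the paper's own mapping statistics, between 32761752 and 55091388 reads per library were mapped. The authors deposited gene-level FPKM (fragments per kilobase of exon, scaled to the mapped fragments of the library) that they computed with Cufflinks, 1 value per gene and library for 45700 genes. The table holds no counts, so the counting error of a single value is unknown. Fold changes of SMA over control were estimated with limma on log2(FPKM + 0.1), for each stage and fraction separately, in the 15247 genes with a mean of at least 1 FPKM over the 20 libraries. All log2 fold changes are on this scale.

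Smn1, the gene disrupted in the SMA mice (ENSMUSG00000021645.14, chromosome 13 of GRCm38, 100124852 to 100137690), had overlapping FPKM values in the 2 genotypes in all 4 comparisons. Early-symptomatic total libraries gave 9.71 and 8.92 FPKM in control and 9.55 and 10.09 FPKM in SMA mice, and polysomal libraries gave 8.61 and 11 FPKM against 9.65 and 9.34 FPKM. Late-symptomatic total libraries gave 14.8 ± 1.68 FPKM (SD, n = 3) in control and 14.0 ± 3.02 FPKM (SD, n = 3) in SMA mice. In the polysomal libraries of that stage the values were 12.6 ± 0.708 FPKM and 13.5 ± 0.615 FPKM (SD, n = 3 each). The gene is thus transcribed in the SMA libraries at about the level of the controls. These values are read over the whole gene and do not separate its exons, so they do not test the genotype labels.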

We used next-generation sequencing (NGS) to identify and quantify, in parallel, the total cytoplasmic RNA (RNA-seq) and the RNAs associated with polysomes (POL-seq). We extracted total cytoplasmic and polysomal RNAs from pooled sucrose fractions from control, early-, and late-symptomatic SMA mice (Figure 4A) to simultaneously identify variations in RNA populations at both *translatome* (RNAs engaged with polysomes) and *transcriptome* (steady-state cytoplasmic RNAs) levels (Data S2). 

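At an unadjusted p under 0.05, the threshold named in the paper, 1258 genes of the early-symptomatic transcriptome differed between SMA and control brains (665 higher and 593 lower in SMA). The early-symptomatic translatome had 1902 such genes (862 higher, 1040 lower). Late-symptomatic DEGs numbered 1454 in the transcriptome (738 higher, 716 lower) and 1637 in the translatome (816 higher, 821 lower). Chance alone gives 762.35 of the 15247 tested genes at this threshold. After Benjamini-Hochberg adjustment of the limma p-values, 25 and 99 genes passed 0.05 in the early-symptomatic transcriptome and translatome, and 17 and 14 in the late-symptomatic ones. Of the 99, 64 lie at a single locus of the deposited table (chromosome 8, 119910360 to 124345724), singled out after its values were seen. All 66 tested genes of this locus are listed at 0 FPKM in both early-symptomatic control polysomal libraries. Fitting all 20 libraries in 1 model moved the early-symptomatic numbers of DEGs the most, to 3013 and 3814.

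Of the 2721 genes that changed in either fraction at the early-symptomatic stage, 429 changed in both and in the same direction, an overlap of 15.8%. Late-symptomatic, 527 of 2561 genes did so, an overlap of 20.6%. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 fractions gave a Pearson's r of 0.124 and a Spearman's rho of 0.580 early and an r of 0.109 and a rho of 0.508 late. In the 14335 tested genes above 0 FPKM in every library, r was 0.629 early and 0.613 late, and the overlap was 24.4% and 23.9%. The early-symptomatic fold changes also rose with transcript length. In the transcriptome the median log2 fold change was −0.21 for the 3267 protein-coding genes with the shortest transcripts (102 to 2276 nucleotides) and 0.18 for the 3267 with the longest (4940 to 123179 nucleotides). In the translatome the corresponding medians were −0.21 and 0.15. Spearman's rho between log2 fold change and length, across 13067 genes, was 0.556 and 0.449 early-symptomatic, and −0.0642 and −0.106 late-symptomatic.

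**Figure D1:**
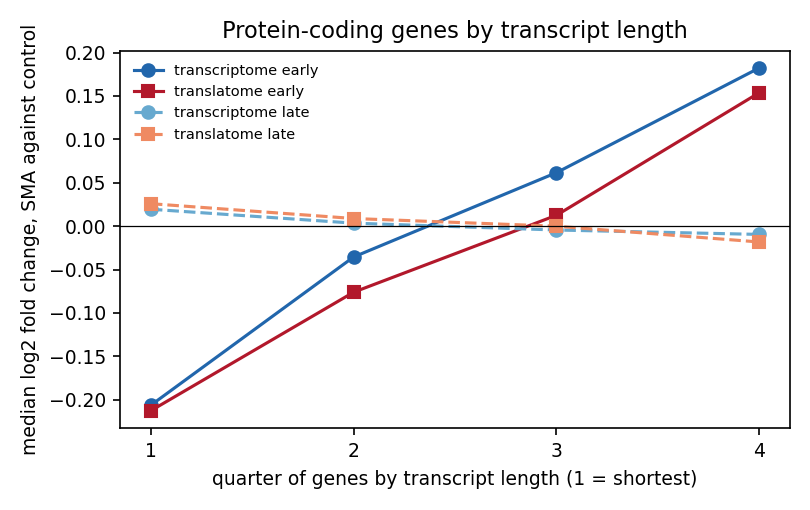
Median log2 fold change (SMA over control, log2(FPKM + 0.1) scale) of protein-coding genes grouped by transcript length in nucleotides, for the transcriptome and translatome at both stages. The early-symptomatic medians rise from −0.21 in the shortest group to 0.18 and 0.15 in the longest, and the late-symptomatic medians stay between −0.02 and 0.03.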

Transcriptome and translatome changes were moderately correlated, with an overlap of approximately one-third between differentially expressed genes (DEGs, 27% in early-symptomatic, 39% in late-symptomatic mice, see Figure S4A). 

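Among the genes for which the authors list primers, 17 were expressed highly enough to be tested: Aplnr, Apod, Cdk1, Cldn5, Cox7a1, Eef1a1, Fam107a, Hist1h2al, Lars2, Mt1, Myl9, Nes, Pcp2, Rgs5, Rps3, Slc38a5 and Uba6. At an unadjusted p under 0.05, 7 of them changed in the early-symptomatic transcriptome and 10 in the translatome. In the late-symptomatic fractions 9 and 10 changed. With Benjamini-Hochberg adjustment of the limma p-values over these 17 genes alone, 4, 4, 8 and 10 passed 0.05 in the same order, and with adjustment over all tested genes 0, 1, 2 and 0 did. The paper states that a set of genes for qPCR was chosen among those differentially expressed in its own analysis. The ribosomal proteins and the elongation factor that it measured by qPCR came from its own genes with altered TE. How any other primer genes were chosen is not stated, so the smaller family gives no independent check.

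Fam107a (ENSMUSG00000021750.13, chromosome 14, 8296274 to 8318023) rose in SMA mice in every comparison. Its early-symptomatic total FPKM was 1.40 ± 0.0566 in control and 6.78 ± 0.573 in SMA mice (SD, n = 2 each), a log2 fold change of 2.19 (standard error 0.13, limma adjusted p = 0.133). In the late-symptomatic total libraries it was 3.74 ± 0.510 and 12.8 ± 3.43 (SD, n = 3 each), a log2 fold change of 1.73 (standard error 0.22, limma adjusted p = 0.132). The polysomal log2 fold changes were 2.05 early and 1.94 late. Aplnr (ENSMUSG00000044338.9, chromosome 2, 85136225 to 85139923) fell. Its early-symptomatic total FPKM was 11.1 ± 1.03 in control and 1.90 ± 0.0424 in SMA mice (SD, n = 2 each), a log2 fold change of −2.49 (standard error 0.13, limma adjusted p = 0.104). The other log2 fold changes of Aplnr were −2.39 in the early-symptomatic polysomal, −1.84 in the late-symptomatic total and −1.61 in the late-symptomatic polysomal libraries. For both genes no SMA value overlapped a control value in any comparison. An exact permutation test on 2 mice against 2 cannot go below p = 0.333, and on 3 against 3 not below p = 0.1.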

To confirm the data, we chose a set of nine differentially expressed genes across early- and late-symptomatic stages for validation by qPCR. We found a high concordance between the NGS and qPCR approaches at both stages (r^2^ =0.77 for early-symptomatic stage and r^2^ =0.99 for late-symptomatic stage [Figure S4B]).

**Figure 4:**
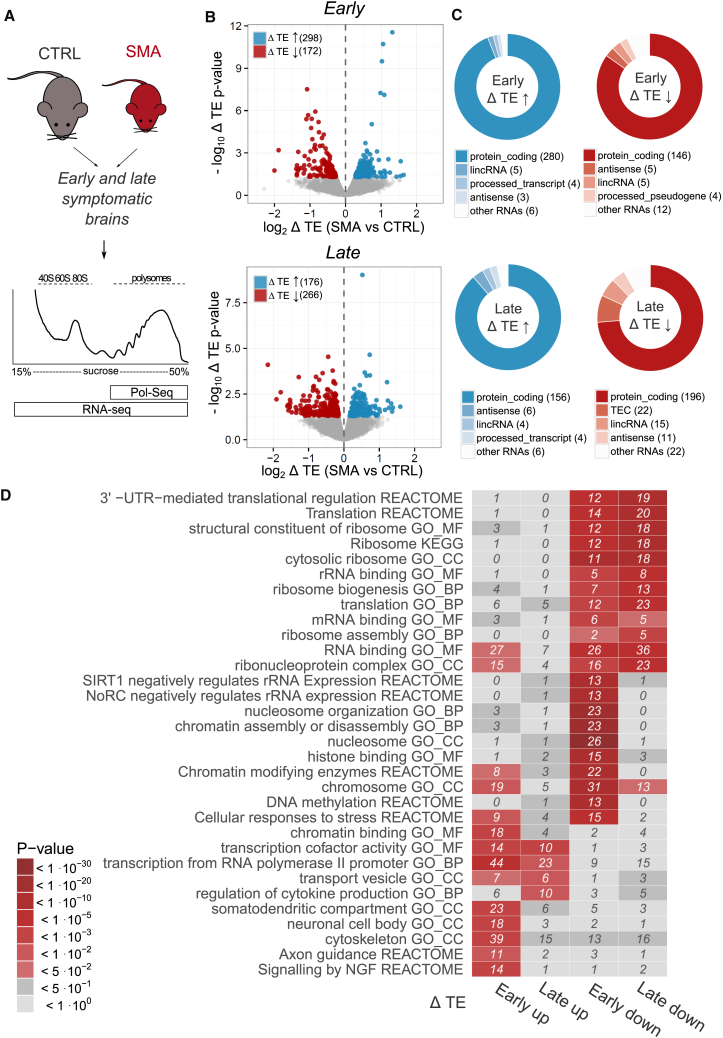
Identification of RNAs with Defective Translation Efficiency Reveals Functional Clusters of RNAs with Altered Translation in SMA (A) Experimental design for POL-seq and RNA-seq profiling on brains from late symptomatic SMA and control mice. (B) Volcano plot displaying translation efficiency variations (x axis) and associated p values (y axis) in early symptomatic (top) and late symptomatic (bottom) SMA brains compared to controls. Genes with statistically significant variations in TE are labelled according to the direction of the change: up (blue) or down (red) regulation in SMA. (C) RNA subtypes of genes with significantly altered TE in early- (top) and late-symptomatic (bottom) SMA mice. (D) Heatmap with top enriched terms (from Gene Ontology) and pathways (from KEGG and Reactome). Enrichment analysis was performed on genes with significant changes of TE in early- and late-symptomatic SMA brains. The number of genes contributing to the enrichment is indicated in each tile. See also Figure S4 and Data S2 and S3.

To understand whether variations identified at early- and late-symptomatic stages and at translational and transcriptional levels were also hallmarks of pre-symptomatic disease stages, we determined an expression time course for transcripts changed at both levels previously selected for qPCR validation (Figure S4C). We found that some transcripts were already differentially expressed at pre-symptomatic stages, indicating early pathogenic changes. Next, we determined the expression of the same set of transcripts in RNA isolated from spinal cord. Most changes could be detected not only in brain but also in spinal cord (Figure S4D). Moreover, these changes were reversible, as ASO treatment that restored SMN levels (Figure 2) normalized the expression at both levels (Figure S4E). Finally, to confirm that at least some of the changes identified in SMA on polysomes resulted in corresponding changes at the protein level, we measured levels of UBA6 and RGS5. 

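Rgs5 (ENSMUSG00000026678.8, chromosome 1, 169655501 to 169695813) was lower in every SMA library than in any control library of the same stage and fraction. Its total FPKM was 31.8 ± 2.57 in control and 17.2 ± 0.148 in SMA mice at the early-symptomatic stage (SD, n = 2 each) and 32.8 ± 1.07 and 14.0 ± 1.59 at the late-symptomatic stage (SD, n = 3 each). Its polysomal FPKM was 40.9 ± 0.615 and 20.3 ± 1.92 early, and 40.6 ± 3.17 and 15.5 ± 2.28 late. The early-symptomatic log2 fold changes were −0.88 (standard error 0.09) in total and −1.01 (standard error 0.09) in polysomal RNA. At the late-symptomatic stage they were −1.23 (standard error 0.09) in total RNA, lower in 3 of 3 SMA mice with a limma adjusted p of 0.0258, and −1.39 (standard error 0.12) in polysomal RNA, with a limma adjusted p of 0.0601. With each mouse left out in turn, the late-symptomatic polysomal value stayed between −1.50 and −1.30.

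Uba6 (ENSMUSG00000035898.11, chromosome 5, 86109287 to 86172803) had early-symptomatic total FPKM values of 8.04 and 9.43 in control and 9.11 and 6.79 in SMA mice, which overlapped, as did the polysomal values of that stage. At the late-symptomatic stage every SMA value lay under every control value. The total FPKM was 8.66 ± 0.540 in control and 6.78 ± 0.341 in SMA mice, and the polysomal FPKM was 9.25 ± 0.654 and 6.92 ± 0.469 (SD, n = 3 each). The log2 fold changes were −0.35 (standard error 0.08, limma adjusted p = 0.320) in total and −0.41 (standard error 0.09, limma adjusted p = 0.259) in polysomal RNA.

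**Figure D2:**
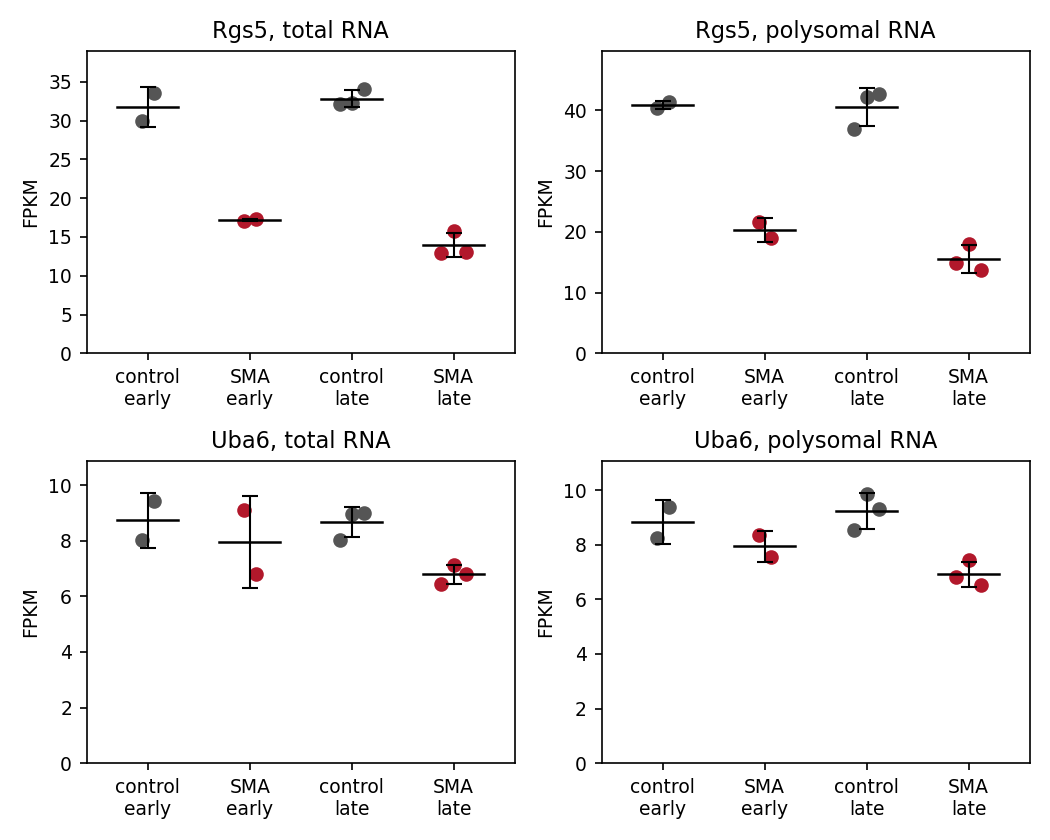
FPKM of Rgs5 and Uba6 in each library of control and SMA mouse brain, by stage and fraction; points are single libraries and bars give the mean ± SD. Rgs5 is lower in all SMA libraries, and Uba6 is lower in all SMA libraries of the late-symptomatic stage only.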

Both proteins showed a decrease in expression that matched changes at the RNA level (Figure S5). Thus, transcripts identified as differentially expressed in SMA by RNA-seq and POL-seq reflect early changes during disease progression, including variations in the spinal cord and at the protein level. Moreover, these changes are reversible by ASO treatment restoring SMN expression.

### Alterations in Translation Efficiency Highlight Defects in Ribosome Biology in SMA

Having determined, in parallel, the transcriptome (RNA-seq) and translatome (POL-seq), we next calculated the ratio between POL-seq and RNA-seq data for each transcript, exploring changes in the equilibrium between transcription and translation in SMA. This approach also allowed us to obtain a transcriptome-wide profile of individual genes that were affected by the widespread translation defects we reported above. 

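The log2 TE of a gene in a mouse was taken as its polysomal minus its total log2(FPKM + 0.1). The change in TE (log2 ΔTE) was the interaction of genotype and fraction in limma, fitted for each stage over its 8 early-symptomatic or 12 late-symptomatic libraries, so that it equals the polysomal log2 fold change minus the total one. The paper's text does not state that the total and polysomal libraries with the same replicate number came from the same brain. The expression of Y-linked genes and Xist gave the same sex for both libraries of each of the 10 replicate numbers. After the mean of each group was removed, the correlation across genes between the total and polysomal libraries of the same number was −0.0354 in control and −0.0386 in SMA mice at the early-symptomatic stage, and −0.00085 and 0.0982 at the late-symptomatic stage. Over the 9779 protein-coding genes with at least 5 FPKM it was 0.114 and 0.269 early, and 0.391 and 0.460 late. Fits with and without the replicate number as a block are therefore both reported for the numbers of genes with altered TE and for most gene set results. Gene types, genes listed at 0, snoRNAs and genes altered at both stages are given without the block only.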

We generated a comprehensive catalogue of changes in translation efficiencies (TEs) (Tebaldi et al., 2014, Xiao et al., 2016) of individual coding and non-coding RNA transcripts in control and SMA tissue at both early- and late-symptomatic stages (Figure 4B and Data S3). This catalogue comprises 470 and 442 transcripts with significantly altered TE at early- and late-symptomatic stages, respectively. 

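At an unadjusted limma p under 0.05, 354 genes had altered TE at the early-symptomatic stage (192 increased and 162 reduced in SMA) and 315 at the late-symptomatic stage (166 increased and 149 reduced). Chance gives 762.35 of the genes tested at that threshold. The numbers were 423 and 659 with the replicate number as a block, for which the correlations of same-numbered libraries are −0.0354 and −0.0386 early and −0.00085 and 0.0982 late over all genes, and 0.114 and 0.269 early and 0.391 and 0.460 late over the 9779 protein-coding genes with at least 5 FPKM. With Benjamini-Hochberg adjustment of the limma p-values, 94 genes passed 0.05 early and 6 late. Testing every gene above 0 FPKM in at least 1 library moved the numbers the most, to 1531 and 996.

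A large part of the early-symptomatic list consisted of genes with a value of 0 FPKM. Of its 354 genes, 113 (31.9%) were listed at 0 in at least 1 early-symptomatic library, against 5.25% of the genes tested, and so were 93 of the 94 genes that passed adjustment. The locus on chromosome 8 listed at 0 in both control polysomal libraries accounted for 64 of these 94, all with increased TE. Its genes had a median of 10.9 FPKM in the other early-symptomatic libraries. Late-symptomatic, 21 of the 315 genes (6.67%), and all 6 of those that passed adjustment, were listed at 0 in at least 1 library. Among the 3 largest changes in each direction, Ttc7 (ENSMUSG00000036918.13, chromosome 17, 87282886 to 87381769) was the only gene above 0 in all libraries of its stage. Its late-symptomatic polysomal FPKM was 8.96 ± 0.596 in control and 4.08 ± 0.103 in SMA mice (SD, n = 3 each) and its total FPKM 3.24 ± 1.17 and 6.05 ± 2.54, a log2 ΔTE of −1.99 (standard error 0.44, limma adjusted p = 1).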

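Protein-coding genes made up 264 of the 354 genes with altered TE at the early-symptomatic stage (74.6%) and 247 of the 315 at the late-symptomatic stage (78.4%), by the gene types of the deposited table. They made up 85.9% of the genes tested. The remaining 90 early-symptomatic and 68 late-symptomatic genes included 14 and 11 antisense RNAs and 9 and 10 lincRNAs. Of these noncoding genes, 51 early and 21 late were listed at 0 FPKM in at least 1 library of the stage, as were 62 of the protein-coding genes early and 0 late. When every gene above 0 FPKM in at least 1 library was tested, the protein-coding share moved the most, to 48.3% early and 53.8% late.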

Interestingly, most RNAs with altered TE are protein coding, but a small fraction of these RNAs is noncoding (Figure 4C). 

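Of the genes with altered TE, 269 of 354 (76.0%) at the early-symptomatic stage and 209 of 315 (66.3%) at the late-symptomatic stage also passed an unadjusted p under 0.05 in the transcriptome or the translatome. Early-symptomatic, 159 of them did so in the translatome only, 87 in the transcriptome only and 23 in both. Late-symptomatic, these numbers were 79, 120 and 10. The genes with altered TE outside both lists numbered 85 (24.0%) and 106 (33.7%). With the replicate number as a block, the shares inside the lists were 64.1% and 45.1%. The same-number correlations of total and polysomal libraries lie between −0.0386 and 0.0982 over all genes. Over the well-expressed protein-coding ones they lie between 0.114 and 0.460. In the DEG lists, however, the block joins control and SMA libraries of the same number, which come from different animals. Both shares therefore do not test the pairing of the fractions alone.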

Genes with significantly altered TE were mostly different from DEGs identified from the separated analysis of transcriptome and translatome variations (Figure S4F).

To gain insight into the molecular processes affected by changes in TE, we performed Gene Ontology and pathway enrichment analyses on transcripts with altered TE values (Figure 4D and Data S3). When focusing on transcripts with reduced levels of TE at early stages of disease, two major cellular processes emerged: nucleosome/chromatin and ribosome/translation. 

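The deposited table holds 79 ribosomal protein genes and 57 histone genes expressed highly enough to be tested. At the early-symptomatic stage 15 of the 57 histone genes had reduced TE at an unadjusted p under 0.05, against 0.606 by chance (odds ratio 36.5, one-sided Fisher's exact test, p = 1.9e-17, 1.2e-16 after Benjamini-Hochberg adjustment over 12 tests). Of the 79 ribosomal protein genes, 0 had reduced TE, against 0.839 by chance (p = 1 by the same exact test). The block changed these numbers to 23 and 0, at same-number correlations of −0.0354 and −0.0386 over all genes and 0.114 and 0.269 over the well-expressed protein-coding ones. A single model over all 20 libraries changed the histone result the most, to 0 genes.

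As a set, the histone genes had a mean log2 ΔTE of −0.53 relative to the median of the other genes, with 52 of 57 genes lower in SMA (limma camera with an inter-gene correlation of 0.01, adjusted p = 2.3e-14, and adjusted p = 8.0e-20 with the block, by Benjamini-Hochberg over 12 set tests). With the inter-gene correlation estimated from the residuals, the limma adjusted p was 0.34. Their mean log2 TE was 0.77 and 0.95 in the control mice and 0.32 and 0.27 in the SMA mice. The ribosomal protein genes had a mean of 0.08 and a median log2 ΔTE of −0.11, with 51 of 79 genes lower in SMA (limma camera adjusted p = 0.22, and adjusted p = 0.33 with the block). The mean includes Rpl13, a gene of the chromosome 8 locus that was listed at 0 FPKM in both control polysomal libraries and at 164.12 and 134.8 FPKM in the SMA ones. In the genes above 0 FPKM in every library the mean was −0.06 (limma camera adjusted p = 0.13). After a correction of each library for transcript length, chosen after seeing the data, the mean over all 79 genes was 0.04, and 58 of them were lower in SMA (limma camera adjusted p = 0.0051). With the correction and only the 78 genes above 0 FPKM in every library, the mean was −0.10, with 58 lower (limma camera adjusted p = 0.0014). The mean log2 TE of the ribosomal protein genes was −1.04 and −0.99 in the control mice, and −0.64 and −1.28 in the SMA mice, which thus lay on both sides of the controls. The exact permutation p, two-sided, was 0.333 for the histone genes and 1 for the ribosomal protein genes, where 0.333 is the smallest that 2 mice against 2 allow.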

Interestingly, however, the ribosome/translation category was the only one robustly conserved at the late stage (Figure 4D). This suggests that defects in ribosome/translation are an early event following SMN depletion that persist into late stages of SMA. 

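At the late-symptomatic stage 3 of the 79 ribosomal protein genes, Rpl17, Rpl21 and Rpl3, had reduced TE, against 0.772 by chance (odds ratio 4.06, one-sided Fisher's exact test, p = 0.042, 0.10 after Benjamini-Hochberg adjustment over the 12 tests). The block gave 12 (p = 2.1e-07 by the same exact test), at same-number correlations of −0.00085 and 0.0982 over all genes and 0.391 and 0.460 over the well-expressed protein-coding ones. Of the 57 histone genes, 0 had reduced TE with or without the block, and 0 had increased TE without it. The ribosomal protein genes as a set had a mean log2 ΔTE of −0.11 relative to the median of the other genes, with 68 of 79 lower in SMA (limma camera adjusted p = 2.0e-11, and adjusted p = 1.3e-12 with the block). With the inter-gene correlation estimated from the residuals, the limma adjusted p was 0.54. Their mean log2 TE was −0.91 ± 0.03 in control and −1.02 ± 0.07 in SMA mice (SD, n = 3 each), without overlap, and the two-sided exact permutation p was 0.1, the smallest that 3 mice against 3 allow. Left out in turn, the mice gave set values between −0.13 and −0.07. The histone genes had a set value of 0.13 (limma camera adjusted p = 0.22). Their mean log2 TE was 0.30 ± 0.44 in control and 0.42 ± 0.05 in SMA mice, a difference smaller than the spread between the control mice.

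**Figure D3:**
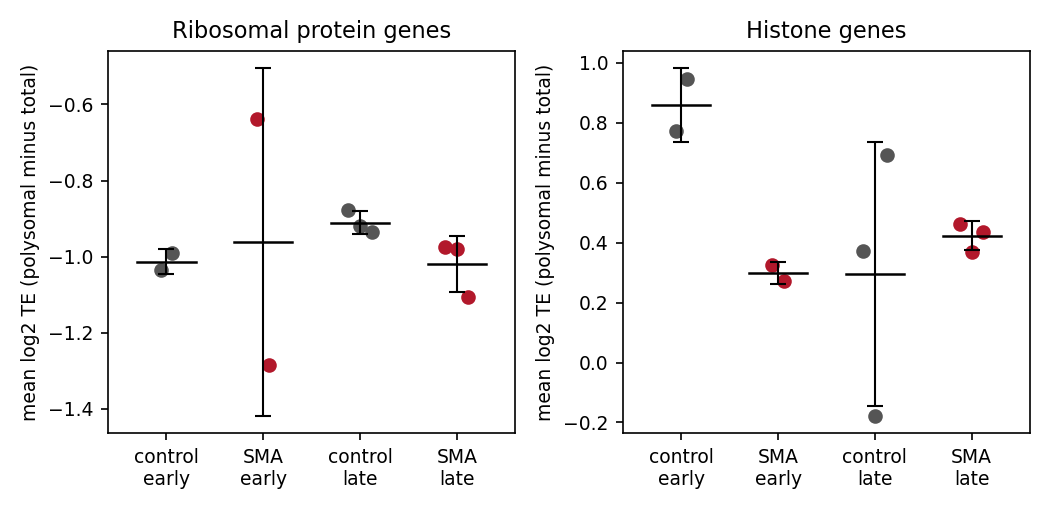
Mean log2 TE (polysomal minus total log2(FPKM + 0.1)) of the 79 ribosomal protein genes and the 57 histone genes in each mouse, by stage and genotype; points are mice and bars give the mean ± SD. Late-symptomatic SMA mice lie below all controls for the ribosomal protein genes, and early-symptomatic SMA mice lie below both controls for the histone genes only.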

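The difference between the stages was tested as the interaction of stage, genotype and fraction over all libraries. By an unadjusted limma p under 0.05, 420 genes differed, fewer than the 762.35 that chance gives at that threshold. Of these, 203 had a higher and 217 a lower log2 ΔTE at the late-symptomatic stage. With a block there were 683, at same-number correlations between −0.0386 and 0.0982 over all genes and between 0.114 and 0.460 over the well-expressed protein-coding ones. Of the 81 genes that passed Benjamini-Hochberg adjustment of the limma p-values, 80 were listed at 0 FPKM in at least 1 library. The ribosomal protein genes as a set differed by −0.19 between the stages (limma camera adjusted p = 0.25, and adjusted p = 0.35 with the block, over 2 tests), with a median log2 difference of −0.02. In the genes above 0 FPKM in every library the value was −0.05 (limma camera adjusted p = 0.42). The histone genes differed by 0.67, with 55 of 57 genes higher at the late-symptomatic stage (limma camera adjusted p = 2.2e-05, and adjusted p = 1.4e-11 with the block). With the inter-gene correlation estimated from the residuals, chosen for this difference after seeing the data, the limma adjusted p was 0.67. Across the tested genes, which are not independent replicates, the log2 ΔTE of the 2 stages gave a Pearson's r of −0.0273 and a Spearman's rho of 0.0017, and across the ribosomal protein genes −0.0356 and 0.0220. The TE of 46 of the 79 ribosomal protein genes was lower in SMA at both stages, where 51 were lower early and 68 late. Genes with altered TE at both stages numbered 7, of which 6 changed in the same direction and 0 encoded ribosomal proteins. The number expected by chance was computed for neither count, so neither shows that a change lasts. From the enrichment of ribosome and translation terms among the transcripts with reduced TE at both stages, the paper proposes that this defect arises early after SMN depletion and lasts into late disease.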

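Among the early-symptomatic translatome DEGs were 30 of the 79 tested ribosomal protein genes, 29 of them lower in SMA, against 9.85 by chance (odds ratio 4.35, one-sided Fisher's exact test, p = 7.0e-09, 2.8e-08 after Benjamini-Hochberg adjustment over the 12 tests). The transcriptome DEGs of that stage held 0, against 6.52 by chance. The late-symptomatic translatome DEGs held 1 and the transcriptome DEGs 2. Quantile normalization moved the early-symptomatic translatome number the most, to 7 (p = 0.91 by the same exact test). Histone genes were among the early-symptomatic DEGs of both fractions, with 44 of 57 in the translatome (odds ratio 24.3, p = 5.1e-29 by the same exact test) and 18 in the transcriptome (odds ratio 5.19, p = 3.9e-07), all lower in SMA.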

Notably, enrichment of translation/ribosome terms was also specific for translatome DEGs in early symptomatic mice (Figure S4G). This suggests that TE variations for these genes are primarily driven by changes in their polysomal RNA levels in early symptomatic mice.

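As a set, the ribosomal protein genes fell at the early-symptomatic stage in both fractions. Relative to the other tested genes their mean log2 fold change was −0.32 in the transcriptome, with 79 of 79 genes lower in SMA (limma camera adjusted p = 5.4e-07), and −0.25 in the translatome, with 75 of 79 lower and a median of −0.40 (limma camera adjusted p = 1.4e-13). The total values of the mice overlapped. The mean log2(FPKM + 0.1) of the set was 9.49 and 9.37 in the control and 8.85 and 9.41 in the SMA total libraries. In the polysomal libraries it was 8.46 and 8.38 in control and 8.21 and 8.12 in SMA mice, without overlap. Ribosomal protein transcripts are short, and the length correction brought the set values to −0.05 in the transcriptome (40 of 79 lower, limma camera adjusted p = 0.60) and −0.01 in the translatome (57 of 79 lower, limma camera adjusted p = 2.2e-04). The translatome mean includes Rpl13. In the 78 genes above 0 FPKM in every library it was −0.37 before and −0.14 after the correction (56 lower, limma camera adjusted p = 2.1e-04). At the late-symptomatic stage the set values were 0.09 in the transcriptome, with 73 of 79 genes higher in SMA, and −0.02 in the translatome. From ribosome and translation terms being specific to the early-symptomatic translatome DEGs in its enrichment, the paper proposes that the TE changes of these genes follow mainly from their polysomal RNA levels.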

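The paper displays 31 of the tested genes as those with altered TE in its translation pathway. They are ribosomal protein genes together with Eef1a1, Eif3e, Eif4a2 and Srp54b. Their log2 ΔTE ranged from −0.58 to 0.25 at the early-symptomatic stage, with 25 of 31 lower in SMA, and from −0.29 to 0.01 at the late-symptomatic stage, with 30 of 31 lower. At an unadjusted limma p under 0.05, 0 of them had reduced TE early and 4 late (Eif3e, Rpl17, Rpl21 and Rpl3). With the replicate number as a block, Srp54b passed early and 11 genes late, with same-number correlations of −0.0354 and −0.0386 early and −0.00085 and 0.0982 late over all genes, and 0.114 and 0.269 early and 0.391 and 0.460 late over the well-expressed protein-coding ones. With Benjamini-Hochberg adjustment of the limma p-values, over the 31 genes alone or over all tested genes, 0 passed 0.05 at either stage. Because the list consists of the paper's own calls on these libraries, the smaller family gives no independent check. In the early-symptomatic translatome all 31 were lower in SMA and 12 passed an unadjusted p under 0.05. In the late-symptomatic transcriptome 29 were higher in SMA and 2 passed.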

A large majority of transcripts with a significantly reduced TE and associated with “translation”-related processes were ribosomal proteins, translation initiation and elongation factors, and proteins involved in ribosome biogenesis (Figure 5A). We quantified individual transcript levels for 14 ribosomal genes and one translation factor by qPCR and confirmed that the expression of numerous transcripts involved in ribosome biogenesis (Jakovljevic et al., 2012, Landowski et al., 2013, Lo et al., 2009) is affected in SMA, both at early- and late-symptomatic stages (Figure 5B). Moreover, western blot analysis confirmed that reduced TE of ribosomal proteins RPS4X and RPS6 leads to reduced protein levels at late-symptomatic stages (Figure S5), in line with our hypothesis that defects in ribosome abundance could underlie the decreased FRP (Figure 1) and other translation defects observed in SMA.

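Rps4x (ENSMUSG00000031320.9, chromosome X, 102184941 to 102189394) had 684 ± 56.8 FPKM in control and 746 ± 49.5 FPKM in SMA late-symptomatic total RNA, and 308 ± 12.8 FPKM and 299 ± 10.3 FPKM in polysomal RNA (SD, n = 3 each). Its log2 TE was −1.18, −1.08 and −1.19 in the control mice and −1.29, −1.28 and −1.38 in the SMA mice, lower in all 3. Its log2 ΔTE was −0.17 (standard error 0.10, limma adjusted p = 1). With the replicate number as a block, whose same-number correlations are −0.00085 in control and 0.0982 in SMA mice over all genes and 0.391 and 0.460 over the well-expressed protein-coding ones, Rps4x passed an unadjusted p under 0.05. Rps6 (ENSMUSG00000028495.12, chromosome 4, 86854660 to 86857412) had 284 ± 13.5 and 304 ± 19.2 FPKM in total and 171 ± 1.55 and 165 ± 4.24 FPKM in polysomal RNA of control and SMA mice (SD, n = 3 each). Its log2 TE was −0.71, −0.67 and −0.79 in control and −0.75, −0.90 and −0.99 in SMA mice, which overlapped. Its log2 ΔTE was −0.16 (standard error 0.07, limma adjusted p = 1), and it stayed above an unadjusted p of 0.05 with and without the block.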

**Figure 5:**
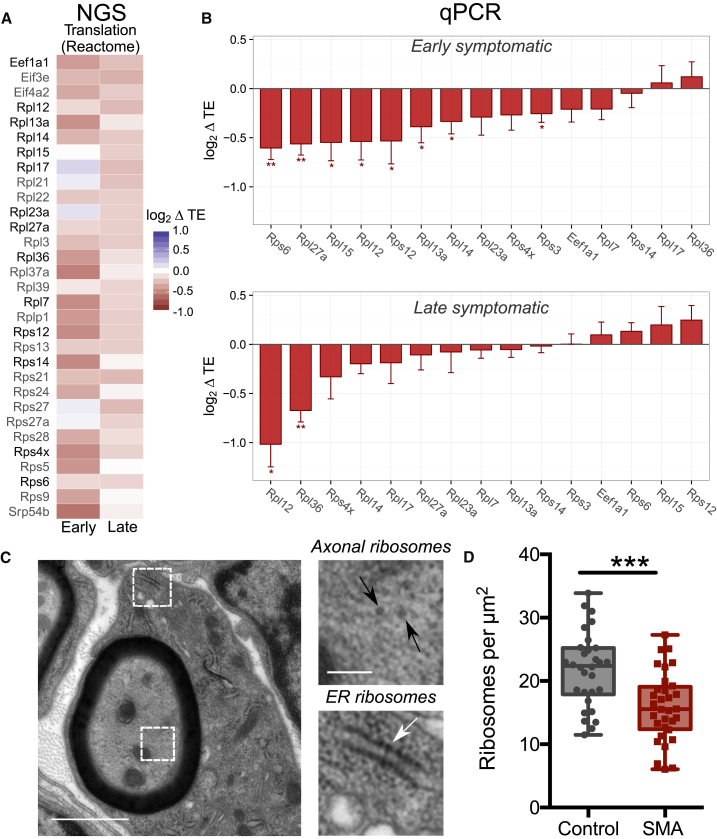
Translation Alterations in SMA Reveal Links between SMN and Ribosome Biology (A) Heatmap displaying all genes with altered translation efficiency (ΔTE) in SMA brains and annotated under the “Translation” Reactome pathway, significantly enriched in Figure 4D. The majority of genes belong to the family of ribosomal proteins. Genes further analyzed by qPCR are highlighted in black. (B) qPCR-derived variations of translation efficiency for ribosomal proteins and one elongation factor from (A) in early (top) and late (bottom) symptomatic mouse brains. Mean value ± SEM is shown; three to four biological replicates and two to six technical replicates; all genes were normalized to the geometric mean of actin and cyclophilin a; one-tailed t test; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (C) Representative electron micrograph of a large diameter (motor) axon in the intercostal nerve from a P5 SMA mouse (black arrowheads: axonal ribosomes; white arrowhead, ER ribosomes). (D) Counts of axonal ribosomes revealed a decrease in the density of ribosomes in SMA mouse axons compared to controls (n = 30 axon profiles; N = 3 mice per genotype; ^∗∗∗^p < 0.001, two-tailed t test). See also Figure S5.

Finally, to establish whether downregulation of translation-related transcripts leads to downstream functional changes in ribosome biology *in vivo*, we performed ultrastructural analyses of ribosomes in motor axon profiles from intercostal nerves isolated from symptomatic severe SMA mice and littermate controls (Hunter et al., 2016). As expected, transmission electron microscopy revealed prominent axonal ribosomes in both control and SMA mice (Figure 5C). Importantly, quantitative analyses of axonal ribosomal density revealed a 27% decrease in the number of axonal ribosomes in intercostal nerves from SMA mice versus controls (Figure 5D).

Thus, cellular processes identified through genome-wide analysis of TE in SMA allowed us to pinpoint hallmarks of SMA *in vivo*, demonstrating that SMN plays a role in translation and ribosome biology.

## Discussion

Increasing evidence suggests a role for translation defects in the pathogenesis of neurodegenerative diseases. Ribosomal defects have been documented in conditions such as Alzheimer’s disease, Huntington’s disease, Parkinson’s disease, and frontotemporal dementia (Ding et al., 2005, Lee et al., 2011, Vilotti et al., 2012). Here, we found that SMN protein is an important mediator of translation in the nervous system during SMA. We employed a range of methods to reveal a role for SMN in regulating translation *in vitro* and *in vivo*, using NGS to determine widespread changes occurring in the translatome in SMA and to generate a unique catalogue of RNAs with altered translation efficiency. We established that SMN depletion leads to an early and robust impairment of translation-related transcripts in SMA and to consequent defects in ribosomal biology. In addition, we demonstrated that translation defects are cell autonomous and can be rescued by therapies increasing SMN protein levels, suggesting that defects in translation and ribosome biology are core pathological hallmarks of SMA. In this context, our findings provide *in vivo* evidence supporting the hypothesized physiological role of SMN in the localization of the translation machinery and translation of specific transcripts proposed previously by *in vitro* studies (Fallini et al., 2011, Fallini et al., 2016, Gabanella et al., 2016, Sanchez et al., 2013).

One longstanding issue in several neurodegenerative diseases is the lack of a robust explanation for the cell-type specificity that results from defects in ubiquitously expressed proteins. Indeed, this is also a feature of SMA following ubiquitous depletion of SMN protein (Hamilton and Gillingwater, 2013). Although spinal motor neurons are the most prominently affected cell type, numerous other cell types and tissues can also be affected in SMA, both in patients and animal models (e.g., Shababi et al., 2010, Somers et al., 2016). Translation defects we report here were notably most pronounced in brain and spinal cord, with more modest defects observed in kidney and no defects in the liver. These findings support a threshold model for the requirement of SMN, where different tissues and cell types require different minimal levels of SMN and are thus differentially susceptible to reduced levels of SMN (Sleigh et al., 2011). Our catalogue of RNA defects suggests that translation and ribosome biology are major downstream mediators of the effects of low levels of SMN across different tissues in SMA.

Interestingly, our parallel transcriptome and translatome analyses revealed that one-third of the transcriptional changes that occur in SMA are directly reflected in translation changes of the same transcripts. Indeed, large changes in the transcriptome driven by alterations in functional translation or ribosome biogenesis can be primarily caused by feedback mechanisms at the transcriptional level (Santagata et al., 2013), pointing toward translation as possible *primum movens* of transcriptional changes. The fact that altered splicing alone cannot explain SMA pathogenesis (Bäumer et al., 2009, Shpargel and Matera, 2005) and that very few transcriptional changes have been detected in pre-symptomatic SMA tissues (Doktor et al., 2016) emphasizes that SMA pathogenesis is likely to be multifactorial. Therefore, further hypotheses are required to better understand the complex mechanistic role of SMN in controlling RNA metabolism in the cytoplasm, especially with respect to the translation machinery in general. Given the well-known nuclear role of SMN, it is tempting to speculate that SMN may coordinate, together with other proteins, the fine equilibrium between RNA synthesis, nuclear export, transport, translation, and ribosome biogenesis, whose balance is likely to be particularly critical for neurons. In agreement with this hypothesis, SMN can localize to the nucleolus, where it interacts with U3 snoRNA involved in processing of ribosomal RNA (rRNA) (Wehner et al., 2002). Among the lncRNAs showing defects in SMA, several were found to associate with polysomes, supporting the hypothesis that lncRNAs are likely to influence the activity of polysomes (Carlevaro-Fita et al., 2016, Ingolia et al., 2011). Interestingly, among those RNAs with altered TE, we identified several snoRNAs involved in ribosome biogenesis. Similarly, the characterization of the SMN interactome identified likely interactions between the SMN complex and numerous ribosomal proteins, as well as the translation elongation factor eEF1A1 (Fuller et al., 2010). It is possible, therefore, that low levels of SMN impact the proper production of ribosomes in SMA, especially in the most affected cells and tissues. 

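Altered TE at an unadjusted limma p under 0.05 was found for 17 of the 284 tested snoRNAs at the early-symptomatic stage (10 increased and 7 reduced) and for 6 at the late-symptomatic stage, all increased. Of these, 15 early and 5 late were listed at 0 FPKM in at least 1 library of the stage. Those above 0 in every library of the stage were Snora24 (log2 ΔTE −4.22, standard error 1.06, limma adjusted p = 1) and Gm24853 (log2 ΔTE −1.03, standard error 0.38, limma adjusted p = 1) early and Gm24888 (increased, limma adjusted p = 1) late. Over all snoRNAs, 5.99% of those tested passed early and 2.11% late, against 2.32% and 2.07% of all tested genes. Of those above 0 in every library of the stage, 2.74% passed early and 1.43% late, against 1.67% and 2.04% of all such genes.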

Interestingly, a recent study showed that ribosomes with different subsets of ribosomal proteins control pools of mRNAs with specific functions in mESCs (Shi et al., 2017). This raises another intriguing hypothesis: SMN might induce, indirectly or directly, changes in the ribo-proteome, impacting specialized ribosomes and changing their selectivity for translational regulation of subpopulations of axonal-specific mRNAs.

Taken together with findings from other neurodegenerative conditions, our study adds experimental weight to the hypothesis that translation represents a common molecular “hub” in disease pathogenesis. Indeed, recent studies of amyotrophic lateral sclerosis (ALS) have highlighted a role for translation defects. For example, one major pathological protein in ALS, TDP43, has been shown to regulate the translation of specific transcripts (Coyne et al., 2014). Similarly, ALS-associated protein aggregates affect the function of proteins that play an important role in regulating translation, such as FMRP (Blokhuis et al., 2016, Coyne et al., 2015), and mislocalization of axonal ribosomes occurs in ALS patients (Verheijen et al., 2014). It is interesting to note that many proteins that have been implicated in regulating translation and are associated with neurodegenerative diseases contribute to larger RNA-protein complexes (Blokhuis et al., 2016, Groen et al., 2013, Liu-Yesucevitz et al., 2011, Piazzon et al., 2008). This complicates the process of separating causative from secondary changes in disease, as likely functional redundancy in these complexes makes it challenging to detail true pathogenic changes. The use of powerful emerging technologies facilitating genetic tagging of ribosomes *in vivo* (e.g., Shigeoka et al., 2016), will likely play a major role in future investigations of the role of ribosome biology in motor neuron diseases such as SMA and ALS.

## Experimental Procedures

### Animal Models and ASO Treatment

“Taiwanese” (*Smn*^*−/−*^*; SMN2tg/0*) severe SMA mice (Powis and Gillingwater, 2016) on a congenic FVB background were generated from breeding pairs originally purchased from Jackson Labs. Phenotypically normal heterozygous (*Smn*^*−/+*^*;SMN2tg/0*) littermates were used as controls. For EM experiments, tissue had been banked from a “severe” SMA mouse colony (Hunter et al., 2014). Litters were genotyped using standard PCR protocols. Mice were housed in Edinburgh and UCL (London) under standard SPF conditions. All animal procedures and breeding were in accordance with University of Edinburgh and UCL institutional guidelines and under appropriate project and personal licenses granted by the UK Home Office.

ASO treatment was performed at UCL as previously described (Zhou et al., 2013). Disease progression of transgenic mice can vary between laboratories (Casellas, 2011). We therefore refer to time points at which tissue was collected as pre-, early- and late-symptomatic (Edinburgh: pre-symptomatic, P3; early symptomatic, P5; and late symptomatic, P7). Tissue from UCL was from late-symptomatic (P10) mice that were phenotypically similar to P7 mice in Edinburgh.

### Motor Performance Test

Mice were weighed daily. Motor performance was recorded using the righting reflex test (Passini et al., 2010, Wishart et al., 2014). Righting tests were performed in triplicate for each mouse and an average time calculated. If a mouse took longer than 30 s to right, the test was terminated.

### Tissue Isolation

Neonatal mice were euthanized by overdose of anesthetic before decapitation to remove the brain. Spinal cord dissection was performed by removing the spinal column and then using a needle and syringe to flush out the intact cord (Powis and Gillingwater, 2016). Peripheral tissues (kidney and liver) were subsequently dissected. All tissues were immediately snap-frozen on dry ice and stored at −80°C.

### Primary Neuronal Cultures

Primary motor neurons and hippocampal neurons were cultured as described previously (Van Battum et al., 2014, Blokhuis et al., 2016). All primary cultures were grown in an incubator at 37°C and 5% CO_2_.

### Labeling of Newly Synthesized Proteins in Primary Neurons

Novel protein synthesis was quantified using L-azidohomoalanine (AHA) and the Click-IT AHA kit (ThermoFisher Scientific) according to manufacturer’s recommendations. After 7 days in culture, cells were washed with PBS, and the medium was replaced with methionine-free medium, supplemented with B27, Glutamax, and AHA for 30 min. Cells were fixed in 4% PFA and permeabilized in 0.5% triton-X100 in PBS. The subsequent labelling of newly synthesized proteins was performed using Alexa Fluor 488. Nuclei were stained with DAPI. Cells were imaged on a Zeiss LSM710 confocal microscope, with identical settings used within each experiment. Images were analyzed in FIJI; the cell body was manually delineated and the mean fluorescence intensity measured. All analyses were performed with the operator blind to the genotype or treatment. For control experiments, neurons were pre-treated with 40 μM anisomycin for 30 min.

### Polysome Profiling

Cytoplasmic lysates from frozen mouse tissues were prepared as described previously (Lunelli et al., 2016). Cleared supernatants were loaded on a linear 15%–50% sucrose gradient and ultracentrifuged in a SW41Ti rotor (Beckman) for 1 hr and 40 min at 180,000 *g* at 4°C in a Beckman Optima LE-80K Ultracentrifuge. After ultracentrifugation, gradients were fractionated in 1 mL volume fractions with continuous monitoring absorbance at 254 nm using an ISCO UA-6 UV detector.

### Protein Extraction and Western Blot

Proteins were extracted from each sucrose fraction of the profile using the methanol/chloroform protocol (Wessel and Flügge, 1984) and solubilized in electrophoresis sample buffer (Santa Cruz Biotechnology) for the following SDS-PAGE and western blot analysis. SDS-PAGE was performed in a 12% gel or a 4%–12% gradient gel (Novex) and blotted on nitrocellulose or PVDF membranes. Western blots were performed using primary antibodies against RPL26 (1:2,000, Abcam), RPS6 (1:1,000, Cell Signalling), SMN (1:1,000, BD Transduction Laboratories), and the appropriate horseradish peroxidase (HRP) conjugated secondary antibodies (1:5,000, Santa Cruz Biotechnology) or the IRDye secondary antibodies (LICOR). Detection was performed using the ECL Prime Western Blotting Detection Reagent (Amersham) or when using infrared secondary antibodies, scanned on an Odyssey imager (LICOR) (Eaton et al., 2013).

### Fraction of Ribosomes on Polysomes

The FRP was calculated from polysomal profiles as the ratio between the area under the curve of polysomes and the area under the curve of polysomes plus the area of the 80S peak. At least three different polysomal profiles (min 3 – max 9) for each tissue (spinal cord or brain), physiological condition (heterozygous control or SMA), and disease stage (pre-, early or late symptomatic) were considered.

### Total and Polysomal RNA and Library Preparation

RNA was extracted from control and SMA brains, from ASO brains, and from control and SMA spinal cords according to Tebaldi et al. (2012). Profile fractions (total RNA) or polysomal fractions only (polysomal RNA) were pooled together. cDNA libraries were produced from 500 ng using the TruSeq Stranded Total RNA (Illumina) kit according to manufacturer's instructions.

### NGS Data Analysis

RNA-seq and POL-seq sequencing were performed with an Illumina HiSeq 2000 (*Mus musculus*, GPL13112). Fastq files were checked for quality control with FastQC. 100 bp reads generated from each sample were aligned to the mouse genome (GRCm38.p4) with Tophat (version 2.0.14), using the Gencode M6 transcript annotation as transcriptome guide. All programs were used with default settings. Mapped reads (ranging from 84% to 92% of total reads, Data S2) were assembled into transcripts guided by reference annotation (Gencode M6) with Cufflinks (version 2.2.1). Expression levels were quantified by Cufflinks with normalized FPKM (fragments per kilobase of exon per million mapped fragments). Differentially expressed genes and transcripts in RNA-seq and POL-seq samples were detected with CuffDiff (p < 0.05). Translation efficiency analysis was performed with Xtail (Xiao et al., 2016), and genes showing differential translation efficiency values were selected using a threshold on Xtail p value (< 0.05). Functional annotation of gene lists and enrichment analysis with Gene Ontology terms and KEGG or REACTOME pathways were performed with the clusterProfiler Bioconductor package.

### qPCR

The retrotranscription reaction was performed starting from 1 μg of RNA using the RevertAid First Strand cDNA synthesis kit (Thermo Scientific). qPCR was carried out using the CFX Connect Real-Time PCR Detection System (BioRad) using Kapa Syber Fast qPCR Mastermix (Kapa Biosystems). Primer sequences are provided in Data S4. Actin and cyclophilin A were used as reference genes. All reactions were performed in two to four biological replicates and two to six technical replicates. The obtained Ct values were used to calculate the fold change of each gene using the delta/delta Ct method (Livak and Schmittgen, 2001). The log2 delta TE was calculated as the difference between the fold change at the polysomal level and the fold change at the total level of the gene of interest.

### Electron Microscopy

Tissue was prepared, processed, and imaged using transmission electron microscopy, as described previously (Hunter et al., 2014).

### CRISPR/Cas9 Knockout NSC-34 Cells

Stable SMN knockout in NSC-34 cells was generated by CRISPR/Cas9 technology. NSC-34 motor neuron-like cell line was grown in Dulbecco’s modified Eagle’s medium (DMEM, Invitrogen), 10% FBS (GIBCO, Life Technologies), 2 mM L-Glutamine (GIBCO, Life Technologies), and 1% penicillin/streptomycin (GIBCO, Life Technologies) at 37°C in a 5% CO_2_ atmosphere. RNA guides were designed to target the exon 3 of mSMN (5′ CACCGAGTTGTGGCATTCTTCTTT 3′) and cloned in pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid (a gift from F. Zhang, Addgene plasmid 42230) implemented with a puromycin resistance gene (Cong et al., 2013). Cells were transfected using Lipofectamine 2000 (Life Technologies. Cells were selected using 5 μg/ml puromycin for 48 hr and clonal expanded. SMN expression levels were assessed by western blot.

### Statistical Methods

For hierarchical clustering based on FRP, relative weight and relative righting time data were first rescaled in order for each variable to have the same mean and standard deviation. The distance matrix was calculated with the “Euclidean” method. Clustering was performed with the “Ward.D” agglomeration method. Shifts in distribution mean values were tested with Student’s t test. All other statistical analyses were performed in Graphpad Prism, with individual statistical tests used indicated in the figure legends.

## Author Contributions

P.B., E.J.N.G., H.J.N., F.M.L., F.M., E.P., H.K.S., and T.H.G. performed all experiments; P.Z., P.B., and E.P. prepared the libraries; T.T. analyzed NGS data; V.P. produced the SMN CRISPR/Cas9 cell lines; H.Z. and F.M. performed ASO treatments in SMA mice; P.B., T.T., E.P., E.J.N.G., F.M., T.H.G., and G.V. prepared the figures; A.Q., T.H.G., and G.V. conceived experiments and directed the research; P.B., T.T., E.J.N.G., F.M.L., A.Q., T.H.G., and G.V. wrote the manuscript. All authors contributed during preparation, revision, and writing of the manuscript.

## References

[bib1] Anand M., Chakraburtty K., Marton M.J., Hinnebusch A.G., Kinzy T.G. (2003). Functional interactions between yeast translation eukaryotic elongation factor (eEF) 1A and eEF3. J. Biol. Chem..

[bib2] Bäumer D., Lee S., Nicholson G., Davies J.L., Parkinson N.J., Murray L.M., Gillingwater T.H., Ansorge O., Davies K.E., Talbot K. (2009). Alternative splicing events are a late feature of pathology in a mouse model of spinal muscular atrophy. PLoS Genet..

[bib3] Béchade C., Rostaing P., Cisterni C., Kalisch R., La Bella V., Pettmann B., Triller A. (1999). Subcellular distribution of survival motor neuron (SMN) protein: possible involvement in nucleocytoplasmic and dendritic transport. Eur. J. Neurosci..

[bib4] Blokhuis A.M., Koppers M., Groen E.J.N., van den Heuvel D.M.A., Dini Modigliani S., Anink J.J., Fumoto K., van Diggelen F., Snelting A., Sodaar P. (2016). Comparative interactomics analysis of different ALS-associated proteins identifies converging molecular pathways. Acta Neuropathol..

[bib6] Brina D., Miluzio A., Ricciardi S., Clarke K., Davidsen P.K., Viero G., Tebaldi T., Offenhäuser N., Rozman J., Rathkolb B. (2015). eIF6 coordinates insulin sensitivity and lipid metabolism by coupling translation to transcription. Nat. Commun..

[bib7] Brinegar A.E., Cooper T.A. (2016). Roles for RNA-binding proteins in development and disease. Brain Res..

[bib8] Burghes A.H.M., Beattie C.E. (2009). Spinal muscular atrophy: why do low levels of survival motor neuron protein make motor neurons sick?. Nat. Rev. Neurosci..

[bib9] Carlevaro-Fita J., Rahim A., Guigó R., Vardy L.A., Johnson R. (2016). Cytoplasmic long noncoding RNAs are frequently bound to and degraded at ribosomes in human cells. RNA.

[bib10] Casellas J. (2011). Inbred mouse strains and genetic stability: a review. Animal.

[bib11] Cong L., Ran F.A., Cox D., Lin S., Barretto R., Habib N., Hsu P.D., Wu X., Jiang W., Marraffini L.A. (2013). Multiplex genome engineering using CRISPR/Cas systems. Science.

[bib12] Cookson M.R. (2016). RNA-binding proteins implicated in neurodegenerative diseases. Wiley Interdiscip. Rev. RNA.

[bib13] Coyne A.N., Siddegowda B.B., Estes P.S., Johannesmeyer J., Kovalik T., Daniel S.G., Pearson A., Bowser R., Zarnescu D.C. (2014). Futsch/MAP1B mRNA is a translational target of TDP-43 and is neuroprotective in a Drosophila model of amyotrophic lateral sclerosis. J. Neurosci..

[bib14] Coyne A.N., Yamada S.B., Siddegowda B.B., Estes P.S., Zaepfel B.L., Johannesmeyer J.S., Lockwood D.B., Pham L.T., Hart M.P., Cassel J.A. (2015). Fragile X protein mitigates TDP-43 toxicity by remodeling RNA granules and restoring translation. Hum. Mol. Genet..

[bib15] Darnell J.C., Van Driesche S.J., Zhang C., Hung K.Y.S., Mele A., Fraser C.E., Stone E.F., Chen C., Fak J.J., Chi S.W. (2011). FMRP stalls ribosomal translocation on mRNAs linked to synaptic function and autism. Cell.

[bib16] Dieterich D.C., Hodas J.J.L., Gouzer G., Shadrin I.Y., Ngo J.T., Triller A., Tirrell D.A., Schuman E.M. (2010). In situ visualization and dynamics of newly synthesized proteins in rat hippocampal neurons. Nat. Neurosci..

[bib17] Ding Q., Markesbery W.R., Chen Q., Li F., Keller J.N. (2005). Ribosome dysfunction is an early event in Alzheimer’s disease. J. Neurosci..

[bib18] Doktor T.K., Hua Y., Andersen H.S., Brøner S., Liu Y.H., Wieckowska A., Dembic M., Bruun G.H., Krainer A.R., Andresen B.S. (2016). RNA-sequencing of a mouse-model of spinal muscular atrophy reveals tissue-wide changes in splicing of U12-dependent introns. Nucleic Acids Res..

[bib19] Donlin-Asp P.G., Bassell G.J., Rossoll W. (2016). A role for the survival of motor neuron protein in mRNP assembly and transport. Curr. Opin. Neurobiol..

[bib20] Dragon F., Gallagher J.E.G., Compagnone-Post P.A., Mitchell B.M., Porwancher K.A., Wehner K.A., Wormsley S., Settlage R.E., Shabanowitz J., Osheim Y. (2002). A large nucleolar U3 ribonucleoprotein required for 18S ribosomal RNA biogenesis. Nature.

[bib21] Eaton S.L., Roche S.L., Llavero Hurtado M., Oldknow K.J., Farquharson C., Gillingwater T.H., Wishart T.M. (2013). Total protein analysis as a reliable loading control for quantitative fluorescent Western blotting. PLoS ONE.

[bib22] Fallini C., Zhang H., Su Y., Silani V., Singer R.H., Rossoll W., Bassell G.J. (2011). The survival of motor neuron (SMN) protein interacts with the mRNA-binding protein HuD and regulates localization of poly(A) mRNA in primary motor neuron axons. J. Neurosci..

[bib23] Fallini C., Bassell G.J., Rossoll W. (2012). Spinal muscular atrophy: the role of SMN in axonal mRNA regulation. Brain Res..

[bib24] Fallini C., Donlin-Asp P.G., Rouanet J.P., Bassell G.J., Rossoll W. (2016). Deficiency of the Survival of Motor Neuron Protein Impairs mRNA Localization and Local Translation in the Growth Cone of Motor Neurons. J. Neurosci..

[bib25] Farrar M.A., Park S.B., Vucic S., Carey K.A., Turner B.J., Gillingwater T.H., Swoboda K.J., Kiernan M.C. (2017). Emerging therapies and challenges in spinal muscular atrophy. Ann. Neurol..

[bib26] Fuller H.R., Man N.T., Lam T., Thanh T., Keough R.A., Asperger A., Gonda T.J., Morris G.E. (2010). The SMN interactome includes Myb-binding protein 1a. J. Proteome Res..

[bib27] Gabanella F., Pisani C., Borreca A., Farioli-Vecchioli S., Ciotti M.T., Ingegnere T., Onori A., Ammassari-Teule M., Corbi N., Canu N. (2016). SMN affects membrane remodelling and anchoring of the protein synthesis machinery. J. Cell Sci..

[bib28] Groen E.J.N., Gillingwater T.H. (2015). UBA1: At the Crossroads of Ubiquitin Homeostasis and Neurodegeneration. Trends Mol. Med..

[bib29] Groen E.J.N., Fumoto K., Blokhuis A.M., Engelen-Lee J., Zhou Y., van den Heuvel D.M.A., Koppers M., van Diggelen F., van Heest J., Demmers J.A.A. (2013). ALS-associated mutations in FUS disrupt the axonal distribution and function of SMN. Hum. Mol. Genet..

[bib30] Hamilton G., Gillingwater T.H. (2013). Spinal muscular atrophy: going beyond the motor neuron. Trends Mol. Med..

[bib31] Hsieh-Li H.M., Chang J.G., Jong Y.J., Wu M.H., Wang N.M., Tsai C.H., Li H. (2000). A mouse model for spinal muscular atrophy. Nat. Genet..

[bib32] Hua Y., Sahashi K., Rigo F., Hung G., Horev G., Bennett C.F., Krainer A.R. (2011). Peripheral SMN restoration is essential for long-term rescue of a severe spinal muscular atrophy mouse model. Nature.

[bib33] Hunter G., Aghamaleky Sarvestany A., Roche S.L., Symes R.C., Gillingwater T.H. (2014). SMN-dependent intrinsic defects in Schwann cells in mouse models of spinal muscular atrophy. Hum. Mol. Genet..

[bib34] Hunter G., Powis R.A., Jones R.A., Groen E.J.N., Shorrock H.K., Lane F.M., Zheng Y., Sherman D.L., Brophy P.J., Gillingwater T.H. (2016). Restoration of SMN in Schwann cells reverses myelination defects and improves neuromuscular function in spinal muscular atrophy. Hum. Mol. Genet..

[bib35] Ingolia N.T., Lareau L.F., Weissman J.S. (2011). Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell.

[bib36] Jablonka S., Bandilla M., Wiese S., Bühler D., Wirth B., Sendtner M., Fischer U. (2001). Co-regulation of survival of motor neuron (SMN) protein and its interactor SIP1 during development and in spinal muscular atrophy. Hum. Mol. Genet..

[bib37] Jakovljevic J., Ohmayer U., Gamalinda M., Talkish J., Alexander L., Linnemann J., Milkereit P., Woolford J.L. (2012). Ribosomal proteins L7 and L8 function in concert with six A_3_ assembly factors to propagate assembly of domains I and II of 25S rRNA in yeast 60S ribosomal subunits. RNA.

[bib38] Jung H., Gkogkas C.G., Sonenberg N., Holt C.E. (2014). Remote control of gene function by local translation. Cell.

[bib39] King H.A., Gerber A.P. (2016). Translatome profiling: methods for genome-scale analysis of mRNA translation. Brief. Funct. Genomics.

[bib40] Landowski M., O’Donohue M.-F., Buros C., Ghazvinian R., Montel-Lehry N., Vlachos A., Sieff C.A., Newburger P.E., Niewiadomska E., Matysiak M. (2013). Novel deletion of RPL15 identified by array-comparative genomic hybridization in Diamond-Blackfan anemia. Hum. Genet..

[bib41] Le T.T., Pham L.T., Butchbach M.E.R., Zhang H.L., Monani U.R., Coovert D.D., Gavrilina T.O., Xing L., Bassell G.J., Burghes A.H.M. (2005). SMNDelta7, the major product of the centromeric survival motor neuron (SMN2) gene, extends survival in mice with spinal muscular atrophy and associates with full-length SMN. Hum. Mol. Genet..

[bib42] Lee J., Hwang Y.J., Boo J.H., Han D., Kwon O.K., Todorova K., Kowall N.W., Kim Y., Ryu H. (2011). Dysregulation of upstream binding factor-1 acetylation at K352 is linked to impaired ribosomal DNA transcription in Huntington’s disease. Cell Death Differ..

[bib43] Lefebvre S., Bürglen L., Reboullet S., Clermont O., Burlet P., Viollet L., Benichou B., Cruaud C., Millasseau P., Zeviani M. (1995). Identification and characterization of a spinal muscular atrophy-determining gene. Cell.

[bib44] Liu-Yesucevitz L., Bassell G.J., Gitler A.D., Hart A.C., Klann E., Richter J.D., Warren S.T., Wolozin B. (2011). Local RNA translation at the synapse and in disease. J. Neurosci..

[bib45] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[bib46] Lo K.-Y., Li Z., Wang F., Marcotte E.M., Johnson A.W. (2009). Ribosome stalk assembly requires the dual-specificity phosphatase Yvh1 for the exchange of Mrt4 with P0. J. Cell Biol..

[bib47] Lorson C.L., Hahnen E., Androphy E.J., Wirth B. (1999). A single nucleotide in the SMN gene regulates splicing and is responsible for spinal muscular atrophy. Proc. Natl. Acad. Sci. USA.

[bib48] Lunelli L., Bernabò P., Bolner A., Vaghi V., Marchioretto M., Viero G. (2016). Peering at Brain Polysomes with Atomic Force Microscopy. J. Vis. Exp..

[bib49] Lunn M.R., Wang C.H. (2008). Spinal muscular atrophy. Lancet.

[bib50] Ortiz P.A., Kinzy T.G. (2005). Dominant-negative mutant phenotypes and the regulation of translation elongation factor 2 levels in yeast. Nucleic Acids Res..

[bib51] Passini M.A., Bu J., Roskelley E.M., Richards A.M., Sardi S.P., O’Riordan C.R., Klinger K.W., Shihabuddin L.S., Cheng S.H. (2010). CNS-targeted gene therapy improves survival and motor function in a mouse model of spinal muscular atrophy. J. Clin. Invest..

[bib52] Piazzon N., Rage F., Schlotter F., Moine H., Branlant C., Massenet S. (2008). In vitro and in cellulo evidences for association of the survival of motor neuron complex with the fragile X mental retardation protein. J. Biol. Chem..

[bib53] Powis R.A., Gillingwater T.H. (2016). Selective loss of alpha motor neurons with sparing of gamma motor neurons and spinal cord cholinergic neurons in a mouse model of spinal muscular atrophy. J. Anat..

[bib54] Renton A.E., Chiò A., Traynor B.J. (2014). State of play in amyotrophic lateral sclerosis genetics. Nat. Neurosci..

[bib55] Rossoll W., Jablonka S., Andreassi C., Kröning A.-K., Karle K., Monani U.R., Sendtner M. (2003). Smn, the spinal muscular atrophy-determining gene product, modulates axon growth and localization of beta-actin mRNA in growth cones of motoneurons. J. Cell Biol..

[bib56] Sanchez G., Dury A.Y., Murray L.M., Biondi O., Tadesse H., El Fatimy R., Kothary R., Charbonnier F., Khandjian E.W., Côté J. (2013). A novel function for the survival motoneuron protein as a translational regulator. Hum. Mol. Genet..

[bib57] Santagata S., Mendillo M.L., Tang Y. -c., Subramanian A., Perley C.C., Roche S.P., Wong B., Narayan R., Kwon H., Koeva M. (2013). Tight coordination of protein translation and HSF1 activation supports the anabolic malignant state. Science.

[bib58] Sephton C.F., Yu G. (2015). The function of RNA-binding proteins at the synapse: implications for neurodegeneration. Cell. Mol. Life Sci..

[bib59] Shababi M., Habibi J., Yang H.T., Vale S.M., Sewell W.A., Lorson C.L. (2010). Cardiac defects contribute to the pathology of spinal muscular atrophy models. Hum. Mol. Genet..

[bib60] Shi Z., Fujii K., Kovary K.M., Genuth N.R., Röst H.L., Teruel M.N., Barna M. (2017). Heterogeneous Ribosomes Preferentially Translate Distinct Subpools of mRNAs Genome-wide. Mol. Cell.

[bib61] Shigeoka T., Jung H., Jung J., Turner-Bridger B., Ohk J., Lin J.Q., Amieux P.S., Holt C.E. (2016). Dynamic Axonal Translation in Developing and Mature Visual Circuits. Cell.

[bib62] Shpargel K.B., Matera A.G. (2005). Gemin proteins are required for efficient assembly of Sm-class ribonucleoproteins. Proc. Natl. Acad. Sci. USA.

[bib63] Sleigh J.N., Gillingwater T.H., Talbot K. (2011). The contribution of mouse models to understanding the pathogenesis of spinal muscular atrophy. Dis. Model. Mech..

[bib64] So B.R., Wan L., Zhang Z., Li P., Babiash E., Duan J., Younis I., Dreyfuss G. (2016). A U1 snRNP-specific assembly pathway reveals the SMN complex as a versatile hub for RNP exchange. Nat. Struct. Mol. Biol..

[bib65] Somers E., Lees R.D., Hoban K., Sleigh J.N., Zhou H., Muntoni F., Talbot K., Gillingwater T.H., Parson S.H. (2016). Vascular Defects and Spinal Cord Hypoxia in Spinal Muscular Atrophy. Ann. Neurol..

[bib66] Tebaldi T., Re A., Viero G., Pegoretti I., Passerini A., Blanzieri E., Quattrone A. (2012). Widespread uncoupling between transcriptome and translatome variations after a stimulus in mammalian cells. BMC Genomics.

[bib67] Tebaldi T., Dassi E., Kostoska G., Viero G., Quattrone A. (2014). tRanslatome: an R/Bioconductor package to portray translational control. Bioinformatics.

[bib68] Tiedje C., Ronkina N., Tehrani M., Dhamija S., Laass K., Holtmann H., Kotlyarov A., Gaestel M. (2012). The p38/MK2-driven exchange between tristetraprolin and HuR regulates AU-rich element-dependent translation. PLoS Genet..

[bib69] Tisdale S., Pellizzoni L. (2015). Disease mechanisms and therapeutic approaches in spinal muscular atrophy. J. Neurosci..

[bib70] Tisdale S., Lotti F., Saieva L., Van Meerbeke J.P., Crawford T.O., Sumner C.J., Mentis G.Z., Pellizzoni L. (2013). SMN is essential for the biogenesis of U7 small nuclear ribonucleoprotein and 3′-end formation of histone mRNAs. Cell Rep..

[bib71] Van Battum E.Y., Gunput R.A., Lemstra S., Groen E.J., Yu K.L., Adolfs Y., Zhou Y., Hoogenraad C.C., Yoshida Y., Schachner M. (2014). The intracellular redox protein MICAL-1 regulates the development of hippocampal mossy fibre connections. Nat. Commun..

[bib72] Verheijen M.H.G., Peviani M., Hendricusdottir R., Bell E.M., Lammens M., Smit A.B., Bendotti C., van Minnen J. (2014). Increased axonal ribosome numbers is an early event in the pathogenesis of amyotrophic lateral sclerosis. PLoS ONE.

[bib73] Vilotti S., Codrich M., Dal Ferro M., Pinto M., Ferrer I., Collavin L., Gustincich S., Zucchelli S. (2012). Parkinson’s disease DJ-1 L166P alters rRNA biogenesis by exclusion of TTRAP from the nucleolus and sequestration into cytoplasmic aggregates via TRAF6. PLoS ONE.

[bib74] Wehner K.A., Ayala L., Kim Y., Young P.J., Hosler B.A., Lorson C.L., Baserga S.J., Francis J.W. (2002). Survival motor neuron protein in the nucleolus of mammalian neurons. Brain Res..

[bib75] Wessel D., Flügge U.I. (1984). A method for the quantitative recovery of protein in dilute solution in the presence of detergents and lipids. Anal. Biochem..

[bib76] Wishart T.M., Huang J.P.-W., Murray L.M., Lamont D.J., Mutsaers C.A., Ross J., Geldsetzer P., Ansorge O., Talbot K., Parson S.H., Gillingwater T.H. (2010). SMN deficiency disrupts brain development in a mouse model of severe spinal muscular atrophy. Hum. Mol. Genet..

[bib77] Wishart T.M., Mutsaers C.A., Riessland M., Reimer M.M., Hunter G., Hannam M.L., Eaton S.L., Fuller H.R., Roche S.L., Somers E. (2014). Dysregulation of ubiquitin homeostasis and β-catenin signaling promote spinal muscular atrophy. J. Clin. Invest..

[bib78] Xiao Z., Zou Q., Liu Y., Yang X. (2016). Genome-wide assessment of differential translations with ribosome profiling data. Nat. Commun..

[bib79] Zhang Z., Lotti F., Dittmar K., Younis I., Wan L., Kasim M., Dreyfuss G. (2008). SMN deficiency causes tissue-specific perturbations in the repertoire of snRNAs and widespread defects in splicing. Cell.

[bib80] Zhou H., Janghra N., Mitrpant C., Dickinson R.L., Anthony K., Price L., Eperon I.C., Wilton S.D., Morgan J., Muntoni F. (2013). A novel morpholino oligomer targeting ISS-N1 improves rescue of severe spinal muscular atrophy transgenic mice. Hum. Gene Ther..

How the deposited data were processed for this re-analysis (not part of the article)

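Total cytoplasmic RNA (RNA-seq) and polysomal RNA (POL-seq) were measured in brains of control and SMA mice at the early-symptomatic stage (postnatal day 5, 2 mice per genotype) and the late-symptomatic stage (postnatal day 7, 3 mice per genotype), 20 libraries in all. The authors aligned 100 bp reads to GRCm38.p4 with Tophat and the Gencode M6 annotation, and computed the deposited FPKM values with Cufflinks, 1 value per gene and library, normalized to the mapped fragments of the library. The deposited table lists 45700 genes with their locus, and all of its columns were matched to a library by the sample labels. Conditions and replicate numbers were taken from those labels and from the paper's mapping statistics. The raw reads were not analysed here.

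The paper's mapping statistics give between 32761752 and 55091388 mapped reads per library, with a median of 48266720.5, and a mapped share between 84.6% and 92.7%. The group medians lay between 40542030 reads in the late-symptomatic control polysomal libraries and 54065149.5 reads in the early-symptomatic SMA polysomal libraries. Because the table holds FPKM and no counts, the reads behind a single value are unknown, and no interval or detection floor was computed from them. A value of 0 FPKM can stand for an absent transcript or for an estimate that was not made, so genes are called listed at 0, and no fold change of a single such gene is given. They stay in the tests, the numbers of called genes and the set values, and results without them are given where they differ.

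Values were analysed with R 4.3.3 and limma 3.58.1, on log2(FPKM + 0.1). Genes with a mean of at least 1 FPKM over the 20 libraries were tested, which left 15247 genes, 13101 of them protein-coding. SMA was compared with control in each stage and fraction separately with lmFit and eBayes with a trend. The change in TE was the interaction of genotype and fraction, fitted per stage, and the difference between stages was the interaction of stage, genotype and fraction over all libraries. Genes with an unadjusted p under 0.05 were taken as DEGs or as genes with altered TE, as in the paper, and numbers after Benjamini-Hochberg adjustment are given beside them. The paper used CuffDiff and Xtail for these steps. CuffDiff needs alignments and Xtail needs counts, so neither could be run on FPKM. All fold changes are changes of log2(FPKM + 0.1), so they are smaller than ratios of FPKM for weakly expressed genes.

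The sets of ribosomal protein and histone genes were written down before the data were examined, together with sets of other genes used only in the closing observations. Each set was tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 12 tests for the ribosomal protein and histone sets and over 63 tests for the other sets. The value of a set is its mean log2 change minus the median of the other tested genes. Enrichment among called genes was tested with a one-sided Fisher's exact test, with the tested genes as background. Set means per mouse were compared with exact two-sided permutation tests. With 2 mice against 2 these cannot go below 0.333, and with 3 against 3 not below 0.1. Genes named individually were chosen by a rule written before the data were examined. They are the genes that the paper names for brain RNA, the genes of Figure 5A, the genes with listed primers and, per comparison and direction, up to 3 genes with the largest change among those past the threshold whose genotypes do not overlap. Other genes named in the text were chosen after their values were seen, and the text says so or names them as members of a counted group.

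The replicate number was used as a block only as an alternative. In the TE fits the block joins the total and polysomal libraries of a number. In the fits of a single fraction it joins the control and SMA libraries of a number. Labels give the total and polysomal libraries of a genotype and stage the same numbers, and the sex read from Y-linked genes and Xist matched within all 10 numbers. The other alternatives were pseudocounts of 1 and 0.01 and filters at a mean of 0.1 FPKM, at a mean of 5 FPKM, at above 0 FPKM in every library, and none. Libraries were also rescaled to equal medians or quantile normalized, and the variance model was fitted without a trend or robustly. Further alternatives were 1 model over all libraries, leaving out each mouse, an unadjusted p under 0.01, adjusted p-values and an estimated inter-gene correlation. These were set before the data were examined. A correction for transcript length, alone, with the block or with the filter at above 0 FPKM, and the overlap as a share of the transcriptome DEGs were added after seeing the data. So was every alternative for the sets of other genes and for the differences between stages of all sets. The correction removed, in each library, a robust lowess curve with a span of 0.3 of the deviation from the gene mean on log transcript length. The length of a gene was that of its longest transcript in the Gencode M21 annotation, which matched 98.8% of the identifiers.

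To separate a set from genes of similar length, GC content and expression level, 10000 lists were drawn for each set, each replacing every gene by 1 of its 50 nearest genes. The calls and set values of each stage, and the length correction with its matched lists, were tested on simulated data with known changes. Genes simulated with a log2 change of 1 were called at an unadjusted p under 0.05 in 92.7%, 92.7% and 82.2% of cases in the early-symptomatic transcriptome, translatome and TE, and in 94.7%, 96.9% and 91.0% of cases at the late-symptomatic stage. After Benjamini-Hochberg adjustment 0% were called early-symptomatic, and 66.3%, 67.7% and 60.8% late-symptomatic. Genes without a simulated change were called in 4.65% to 5.20% of cases. The simulated noise was drawn independently for each gene and library, and the single-gene changes lay in genes above 0 FPKM everywhere. The simulation therefore does not test camera p-values, which depend on correlation between genes. For TE, 2.32% early and 2.07% late were called in the deposited data, against 4.71% and 4.85% of unchanged simulated genes. The recovered shares for TE may therefore not carry over. A simulated relation to transcript length with a rho of 0.573 across genes was 0.0111 after the correction. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.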

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

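A difference between the stages, and signals in gene sets that the paper's text does not discuss, drew attention here. Set values are the mean log2 change of a set relative to the median of the other tested genes, and the adjusted p-values come from limma camera with Benjamini-Hochberg adjustment over 63 tests unless another number is given. All tests below were chosen after the set values were seen. The tests for less blood in the SMA brains and for variation between mice in histone TE were chosen when their own results could also be seen.

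The TE of the histone genes differed between the stages. Relative to the other genes it changed by −0.53 at the early-symptomatic stage and by 0.13 at the late-symptomatic stage, a difference of 0.67 (adjusted p = 2.2e-05 over 2 tests, limma camera), with 55 of 57 genes higher late. Early-symptomatic TE was lower in 2 of 2 SMA mice, while the late-symptomatic mice of both genotypes overlapped. Transcript length, GC content and expression level were tested with lists of matched genes, of which 0 of 10000 were as far out as the histone genes (median 0.74, against −0.02 in the lists). Single mice were tested by leaving out each in turn, and the difference nearest 0 among the 10 fits was 0.43. Neither accounts for the difference. Variation between mice of the same genotype was tested by the spread of their histone TE, which reached 0.87 among the late-symptomatic controls and so exceeds the difference, and with the inter-gene correlation estimated from the residuals the difference did not pass (limma camera adjusted p = 0.67). Variation between mice, shared by the genes of the set, therefore remains as an explanation. How the libraries of each stage were prepared was not tested, and it coincides with the stage, so the difference between stages cannot be told apart from it either.

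Transcripts of the mitochondrial genome, which the paper's text does not discuss, changed in opposite directions in the fractions of the early-symptomatic stage. In total RNA their value was −0.59 (15 of 15 genes and 2 of 2 SMA mice lower, limma camera adjusted p = 3.5e-04) and in polysomal RNA 0.39 (13 of 15 genes and 2 of 2 SMA mice higher, limma camera adjusted p = 0.0021). Their TE change differed between the stages by −1.97, with 15 of 15 genes lower late (limma camera adjusted p = 7.8e-11). With 1 mouse left out, the values nearest 0 were −0.40 in total and 0.26 in polysomal RNA early, over 4 fits each. For the difference between stages it was −1.64 over 10 fits. With the inter-gene correlation estimated from the residuals, the difference between stages passed the threshold and the early-symptomatic total and polysomal values did not. Without genes listed at 0 in any library that difference was −0.99, so such genes account for a part of its size but not for its presence. The mean log2(FPKM + 0.1) of these genes in total RNA lay between 7.73 and 8.58 in the early-symptomatic libraries and between 3.47 and 3.73 in the late-symptomatic ones, in both genotypes. How much mitochondrial RNA the lysis and the gradient carried into each library was not tested. Neither the changes within the early-symptomatic stage nor the difference between stages can be told apart from that explanation.

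Mitochondrial ribosomal protein genes, encoded in the nucleus and not discussed in the paper's text, were lower in SMA at the early-symptomatic stage. The paper's supplement lists the mitochondrial ribosome among the terms enriched in its early-symptomatic transcriptome DEGs. The value was −0.35 in the transcriptome and −0.29 in the translatome (limma camera adjusted p = 1.5e-13 and adjusted p = 2.1e-11), with 75 of 78 genes and 2 of 2 SMA mice lower in each. With 1 mouse left out, it lay between −0.56 and −0.14 in the transcriptome and between −0.37 and −0.21 in the translatome, over 4 fits each. At the late-symptomatic stage the fall was absent, with values of 0.015 and 0.013 and 35 and 40 of 78 genes lower (limma camera adjusted p = 0.76 and adjusted p = 0.61). Their transcripts are short, and the early-symptomatic fold changes rose with transcript length. Matched lists of genes of the same length, GC content and expression level had median log2 fold changes of −0.17 in both fractions, against −0.32 and −0.28 for the set. Of 10000 such lists, 0 were as far out as the set in the transcriptome and 5 in the translatome. With all mice, length, GC content and expression level together thus account for a part of the fall and not for all of it. The lists do not separate length from the other properties. With the inter-gene correlation estimated from the residuals neither value passed the threshold, so correlated expression of the set in the 4 mice remains as an explanation.

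Genes of endothelial cells and pericytes, a list of 11 tested genes of which Rgs5 and Cldn5 are also named in the paper, were lower in SMA in all comparisons. The paper's supplement lists endothelium development and angiogenesis among the terms enriched in the early-symptomatic DEGs shared by both fractions. The values were −0.80 and −0.77 in the early-symptomatic transcriptome and translatome and −0.87 and −0.84 in the late-symptomatic ones (limma camera adjusted p = 5.1e-09, adjusted p = 2.4e-06, adjusted p = 1.3e-15 and adjusted p = 6.1e-15). In each, 11 of 11 genes were lower, and so were all SMA mice of the stage. Among 10000 lists matched for transcript length, GC content and expression level, 0 were as far out in the transcriptome early, 0 in the transcriptome late, 0 in the translatome early and 0 in the translatome late. Less blood in the SMA brains was tested with genes of red blood cells. Their value in total RNA was −0.19 at the early-symptomatic and −0.19 at the late-symptomatic stage. In polysomal RNA it was −0.38 and −0.27. Each was a smaller fall than that of the endothelial and pericyte genes. Dividing the 6 late-symptomatic mice in all ways into 3 and 3 gives 10 divisions, of which 4, the real one among them, part all 3 same-numbered pairs and the other 6 part only 1 pair. A value as large was given by 1 of the 4 in the transcriptome and 1 of the 4 in the translatome, the real division in both cases, and no share under 0.1 is possible with 10. By this number alone the test could not tell any late-symptomatic value apart from a chance division. In size, the other 9 divisions reached at most 0.463 in the transcriptome and 0.458 in the translatome, in either direction, and the early-symptomatic fall is in other mice, 2 per genotype. A candidate explanation is that SMA brains hold fewer of these cells or less of their RNA.

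Targets of p53 were higher in SMA at the late-symptomatic stage, by 0.36 in the transcriptome (10 of 10 genes and 3 of 3 SMA mice higher, limma camera adjusted p = 6.8e-05) and by 0.37 in the translatome (9 of 10 genes and 3 of 3 SMA mice higher, limma camera adjusted p = 3.3e-04). The paper's text does not discuss them, while its supplement lists pathways named after p53 among those enriched in the early-symptomatic translatome DEGs. Here the early-symptomatic values were 0.27 and 0.34 and did not pass (limma camera adjusted p = 0.078 and adjusted p = 0.11). Of 10000 lists matched for transcript length, GC content and expression level, 2 and 6 were as far out in the early-symptomatic transcriptome and translatome, and 0 and 1 in the late-symptomatic ones. Among the 4 divisions of the late-symptomatic mice that part all pairs, 1 gave a value as large in the transcriptome and 1 in the translatome, the real one each time. The other 9 divisions reached at most 0.240 and 0.171, in either direction. The rise is consistent with p53 activity in the SMA brain, as a hypothesis from these genes alone. With 10 divisions, the test could not tell any value apart from a chance division.

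Choroid plexus genes were higher in SMA at the late-symptomatic stage, by 0.62 in the transcriptome and 0.58 in the translatome (limma camera adjusted p = 6.9e-07 and adjusted p = 2.7e-04), with 5 of 5 genes and 3 of 3 SMA mice higher in each. At the early-symptomatic stage there was no rise, with values of −0.045 and −0.031 and 3 of 5 genes higher in each (limma camera adjusted p = 0.94 and adjusted p = 0.94). With the inter-gene correlation estimated from the residuals, the late-symptomatic translatome value did not pass. The paper's text does not discuss them. How much choroid plexus each dissection took in was tested by the spread within a genotype, where the largest difference between mice was 0.297 in total and 0.361 in polysomal RNA, under the difference between the genotypes. Of 10000 lists matched for transcript length, GC content and expression level, 0 were as far out in the transcriptome and 0 in the translatome. Of the 4 divisions that part all pairs, 1 was as large in the transcriptome and 1 in the translatome, the real one, and the other 9 reached at most 0.336 and 0.367, with the same limit on what 10 divisions can show. The test of the dissection covers variation from mouse to mouse at the late-symptomatic stage. A dissection that differed by genotype could give the same values and was not tested, so the rise cannot be told apart from it.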

How the results depend on the processing

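All alternatives were set before the data were examined, except the correction for transcript length, its combinations with the block and with the filter at above 0 FPKM, the overlap as a share of the transcriptome DEGs, and every alternative for the choroid plexus, endothelium, p53 target and mitochondrial sets for the differences between stages of all sets, and for the correlation of TE changes across ribosomal protein genes. These were added after seeing the data. Of the 56 results that answer a comparison, 15 kept their direction and their side of the threshold in all settings run for them (for a set, an unadjusted camera p under 0.05). The correlation of TE changes between stages (−0.047 to 0.0018 with 1 mouse left out) and the difference between stages in the TE of the ribosomal protein genes (−0.54 to 0.15) changed sign only in fits without a test. Among the 15 are the fall of the endothelial and pericyte genes (except in the early-symptomatic translatome) and the late-symptomatic rise of the p53 targets. The difference between stages in the TE of the histone genes, 0.67, stayed between 0.61 and 0.67 with all mice and between 0.43 and 0.87 with 1 mouse left out, but it did not pass with an estimated inter-gene correlation (limma camera adjusted p = 0.67, in other settings from 1.4e-11 to 6.3e-05). Libraries with equal medians, and a variance model without a trend, changed direction or side of the threshold in none of the 56. Equal medians still moved the share of the translatome DEGs that were higher in SMA, from 45.3% to 33.7% early and from 49.8% to 57.5% late. In the late-symptomatic transcriptome this share moved from 50.8% to 55.9%. Quantile normalization moved the share of altered TE genes with increased TE early from 54.2% to 48.7%. Where a value changed, the cause was not tested unless one is named.

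The threshold changed every count it was applied to. With Benjamini-Hochberg adjustment the DEGs fell to 25 and 99 in the early-symptomatic transcriptome and translatome and to 17 and 14 in the late-symptomatic ones, the genes with altered TE to 94 and 6, and the overlap of the DEG lists to 0% and 6.90%. At an unadjusted p under 0.01 the numbers were 190 and 395 early, 436 and 491 late, and 124 and 63 for TE. At an unadjusted p under 0.05 they were 1258 and 1902 early, 1454 and 1637 late, and 354 and 315 for TE.

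The filter on expression mattered most for TE. Without a filter there were 2907 and 3539 early-symptomatic DEGs, 2295 and 2546 late-symptomatic DEGs, 1531 and 996 genes with altered TE, and 1277 genes that differed between the stages, against 420. Their overlap was 8.90% and 14.7% (15.8% and 20.6% with the filter), the protein-coding share 48.3% and 53.8% (74.6% and 78.4% with it), and the share of altered TE genes among the DEGs 81.7% early, against 76.0%. Then 10 histone genes among the early-symptomatic transcriptome DEGs, and 3 ribosomal protein genes among those with reduced TE late, no longer passed Fisher's exact test. At a mean of 0.1 FPKM the values were 2972 early-symptomatic translatome DEGs, 673 and 667 genes with altered TE, 654 between the stages, an overlap of 12.4% and 17.1%, a protein-coding share of 55.1% and 59.2%, and 3 ribosomal protein genes with reduced TE late, which no longer passed that test. At a mean of 5 FPKM they were 1088 late-symptomatic translatome DEGs, 224 and 199 genes with altered TE, 278 between the stages, a late-symptomatic Pearson correlation of the fractions of 0.0774, and an early protein-coding share of 81.7%.

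In the genes above 0 FPKM in every library, the correlations of the fractions were 0.629 and 0.613, against 0.124 and 0.109, and the overlap 24.4% and 23.9%. The protein-coding share was 83.4% early, the share of altered TE genes among the DEGs 72.4% late, and the correlation of TE changes across ribosomal protein genes 0.150, against −0.0356. The early-symptomatic TE of the ribosomal protein genes reversed, from 0.079 to −0.055, and 1 of them had reduced TE late, against 3. Genes listed at 0 are the cause of these changes, since removing them is all that this filter does. Pseudocounts of 0.01 and 1 moved the late correlation of the fractions to 0.0728 and 0.151. They changed no direction and no side of a threshold, but they moved other values, such as the early-symptomatic TE of the ribosomal protein genes, to 0.12 and 0.037.

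Among the statistical choices, an inter-gene correlation estimated from the residuals left 16 of 27 set results short of their threshold, with their values unchanged. For the ribosomal protein genes these were −0.32 and 0.094 in the early and late transcriptome, −0.25 in the early translatome and −0.11 for late TE. For the histone genes they were −0.51 and −0.40 in the transcriptome, −1.05 and −0.28 in the translatome −0.53 for early TE and 0.67 for the difference between stages. Of the other sets they were endothelium and pericytes −0.77 in the early translatome, choroid plexus 0.58 in the late translatome, mitochondrial ribosomal proteins −0.35 and −0.29 in the early transcriptome and translatome, and genes of the mitochondrial genome −0.59 and 0.39 in the same order. A robust variance model gave a share of altered TE genes among the DEGs of 83.5% early, an overlap of 20.5% and 22.8%, and 2 ribosomal protein genes with reduced TE late, which no longer passed Fisher's exact test. Quantile normalization left 7 ribosomal protein genes among the early-symptomatic translatome DEGs, against 30, and reversed the late-symptomatic translatome value of the set, from −0.016 to 0.0013.

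A single model over all libraries gave 3013 and 3814 early-symptomatic DEGs and 590 genes with altered TE early. Shares of altered TE genes among the DEGs were 81.7% and 78.1%, the overlap was 27.6% and 27.5%, and the protein-coding share 82.0% early and 69.5% late. It left 0 histone genes with reduced TE early (15 at the same unadjusted p under 0.05 in the fit of that stage alone), 1 histone gene among the early-symptomatic transcriptome DEGs, against 18, and 0 ribosomal protein genes with reduced TE late, against 3 at the same threshold.

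With the replicate number as a block, 728 genes differed in the early-symptomatic transcriptome, 659 had altered TE late, and 683 differed between the stages. The early overlap was 12.7%, the shares of altered TE genes among the DEGs were 64.1% and 45.1%, and the histone genes at −0.28 in the late translatome no longer passed. Control and SMA libraries of the same number come from different animals, and after removal of the group means they correlated at 0.0132 and 0.00077 in total and polysomal RNA early and at −0.0232 and 0.0105 late (−0.0798 and 0.188 early and −0.128 and −0.222 late over the 9779 protein-coding genes with at least 5 FPKM). Adding the length correction to the block gave 603 genes with altered TE late and brought the TE of the histone genes late, 0.14, past the threshold. Length correction with or without the block moved the ribosomal protein genes to −0.045 in the early transcriptome, no longer past the threshold. It moved them to 0.038 for early TE and −0.039 in the late translatome, both now past it. The positive early TE value rests on Rpl13 and shows no rise of the set, since without genes listed at 0 it was −0.096. In the genes above 0 FPKM in every library, the length correction gave −0.037 in the early transcriptome, not past the threshold, −0.033 in the late translatome, past it, and −0.096 for early TE, reversed and past it. Transcript length is the cause that this correction removes. As a share of the transcriptome DEGs, the overlap was 34.1% early and 36.2% late.

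Each mouse was also left out in turn. At the early-symptomatic stage this leaves 1 library in a group, so no p-value or call was computed, and values alone are given over 4 fits. The correlation of the fractions then lay between 0.0332 and 0.112, the ribosomal protein set between −0.62 and −0.02 in the transcriptome and between −0.26 and 0.43 for TE, and the histone set between −0.65 and −0.42 for TE. Late-symptomatic, over 6 fits, DEGs ranged from 1024 to 1708 in the transcriptome and from 1105 to 2060 in the translatome, and genes with altered TE from 276 to 722, of which 1 to 4 encoded ribosomal proteins with reduced TE. The ribosomal protein set lay between −0.13 and −0.07 for TE, and between −0.084 and 0.025 in the translatome, reversed without control mouse 1 or 3. The histone set ranged from −0.64 to −0.12 in the transcriptome, from −0.53 to −0.0020 in the translatome and from −0.11 to 0.33 for TE, reversed without control mouse 2. Late ranges were 0.0637 to 0.121 for the correlation of the fractions, 13.6% to 21.98% for the overlap, 65.6% to 75.1% for altered TE genes among the DEGs and 76.5% to 86.6% for the protein-coding share. The correlation of TE changes across ribosomal protein genes ranged from −0.0964 to 0.0574 over 10 fits.

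For the 28 results of single named genes, 327 of 336 values in the other settings kept their direction and side of the threshold, 6 became weaker and 3 stronger. With a late-symptomatic mouse left out, 78 of 84 did, 3 became weaker and 1 stronger, and Smn1 in the late-symptomatic transcriptome, at −0.09, reversed in 2 fits and ranged from −0.26 to 0.015, with 0.00028 without control mouse 3 and 0.015 without SMA mouse 1. The 56 values with an early-symptomatic mouse left out had no test, and 3 of them changed sign, Smn1 in the translatome, Uba6 in the transcriptome and the TE of Rps6. Because only FPKM were analysed here, the number of reads behind a value is unknown. This limits the weakly expressed genes and those listed at 0, for which neither a detection floor nor a counting error could be given.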

Differences from the paper's values

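The overlap of the transcriptome and translatome DEGs was 15.8% at the early-symptomatic stage, against the paper's 27%. Of the 14 alternatives set before the data were examined, 3 came within 1.5 times of the paper's value: only genes above 0 FPKM in every library (24.4%), a robust variance model (20.5%) and 1 model over all 20 libraries (27.6%). The other 11 did not. Late-symptomatic, the overlap was 20.6% against the paper's 39%, and of 20 such alternatives only the 1 model over all libraries came close (27.5%). Taken as a share of the transcriptome DEGs, a measure chosen after seeing the values, the overlap was 34.1% early and 36.2% late. The paper's Results do not state what its percentages are a share of. Its Discussion words the overlap as a part of the transcriptional changes, which corresponds to the share of the transcriptome DEGs. The 27% and 39% may therefore not be the same measure as the 15.8% and 20.6%. They lie nearer to the 34.1% and 36.2%.

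Genes with increased TE at the early-symptomatic stage numbered 192, against about 300 in Fig. 4B of the paper, read by eye. Of 14 alternatives set before the data were examined, 6 came close: a filter at a mean of 0.1 FPKM, equal medians, quantile normalization, a variance model without a trend, 1 model over all libraries, and the replicate number as a block. Genes with reduced TE at the late-symptomatic stage numbered 149, against about 270 in Fig. 4B of the paper, read by eye. Of 20 such alternatives 5 came close, namely the filter at a mean of 0.1 FPKM, the block, and the fits without control mouse 1, without control mouse 3 and without SMA mouse 1.

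Ribosomal protein genes with reduced TE numbered 0 at the early-symptomatic stage at an unadjusted p under 0.05, against about 12 in Fig. 4D of the paper, read by eye, and none of 12 alternatives set before the data were examined closed the gap. At the late-symptomatic stage there were 3, against about 18 in Fig. 4D of the paper, read by eye, and of 18 such alternatives only the block came close, with 12. Histone genes with reduced TE at the early-symptomatic stage numbered 15, against 23 in the paper's supplement. Of 12 such alternatives 4 came close: a pseudocount of 1, only genes above 0 FPKM in every library, a robust variance model and the block. The other 8 did not. For 1604 genes, the paper's early-symptomatic translatome fold changes followed the deposited FPKM only with a Spearman's rho of 0.788. In the early-symptomatic transcriptome the rho was 0.999874. The early-symptomatic differences in TE may therefore not rest on the same polysomal values as the paper's.

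The paper describes the genes with altered TE as mostly distinct from the DEGs. Here 76.0% of them early and 66.3% late were DEGs of the transcriptome or the translatome. The share was under 50% in only 1 setting, the block at the late-symptomatic stage (45.1%, and 64.1% early). In that setting the DEG lists were also fitted with the block, which there joins control and SMA libraries from different animals.

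The paper names the ribosome and translation among the processes with reduced TE at the early-symptomatic stage. It also measured ribosomal genes and a translation factor by qPCR and reports them as affected at both stages. Those qPCR measurements were not examined here, and the values below concern the sequencing only. Here the early-symptomatic set value was 0.08, with 51 of 79 genes lower in SMA, and did not pass its threshold (limma camera adjusted p = 0.22), while its median log2 ΔTE was −0.11. In the genes above 0 FPKM in every library it was −0.06, with 51 genes lower, and did not pass either (limma camera adjusted p = 0.13). With the correction for transcript length, chosen after seeing the values, it was 0.04 with 58 of 79 genes lower, and passed (limma camera adjusted p = 0.0051), and in the genes above 0 FPKM in every library it was −0.10 with 58 of 78 genes lower, and passed (limma camera adjusted p = 0.0014). Over the alternatives run for this result the unadjusted camera p lay between 8.1e-04 and 0.83. Among the genes that the paper displays as having altered TE in the translation pathway, 0 passed an unadjusted p under 0.05 early and 4 (Eif3e, Rpl17, Rpl21 and Rpl3) late. Early-symptomatic, a variance model without a trend called Eef1a1, the block called Srp54b, and 1 model over all libraries called Eef1a1, Eif4a2, Rps4x and Srp54b. Late-symptomatic, the block called Eif4a2, Rpl12, Rpl14, Rpl22, Rps13, Rps21 and Rps4x in addition to the 4. Quantile normalization added Rpl12 and Rps21, and the fits without 1 mouse added Rpl22 (without control mouse 1, and without SMA mouse 1), Rpl12 (without control mouse 2), Rps27a (without control mouse 3) and Rps6 (without SMA mouse 1). Some of the 4 were not called in other settings. Rpl3 was missing with quantile normalization, with the robust variance model and in the fits without control mouse 1 and without SMA mouse 1. Only Eif3e and Rpl17 were called in the genes above 0 FPKM in every library and without SMA mouse 3, only Rpl12 and Rpl3 without control mouse 2, and only Eif3e in the 1 model over all libraries and without SMA mouse 2. The remaining displayed genes were called in none of the settings set before the data were examined.

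A fall of UBA6 protein that matched its RNA is stated in the paper, which takes the changed transcripts as early ones. Here the control and SMA values of Uba6 at the early-symptomatic stage overlapped in both fractions, with log2 fold changes of −0.14 in total and −0.15 in polysomal RNA, and lay apart only at the late-symptomatic stage. The paper attributes lower late-symptomatic protein levels of RPS4X and RPS6 to reduced TE. The late-symptomatic log2 ΔTE was −0.17 for Rps4x and −0.16 for Rps6, and neither was called at an unadjusted limma p under 0.05, except Rps4x with the block and Rps6 without SMA mouse 1.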

Other observations

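The sex of the mice, the other divisions of the late-symptomatic mice and the lists of matched genes were chosen as tests before their results were seen, as was the test of a single library for the length relation. The test of genes listed at 0 for the early-symptomatic TE of the ribosomal protein genes, and the divisions with the replicate number as a block, were chosen after the result was seen.

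Early-symptomatic fold changes rose with transcript length, which the paper's text does not mention. Spearman's rho between library and length, as deviation from the gene mean, was −0.519 and −0.388 in the control total libraries and 0.579 and −0.0582 in the SMA ones, and −0.380 and −0.247 in the control and 0.364 and 0.367 in the SMA polysomal libraries. The late-symptomatic libraries all lay between −0.16 and 0.18. A single SMA library was tested as the source. Without SMA mouse 1 the rho of the fold changes was 0.325 in the transcriptome and 0.412 in the translatome, against 0.556 and 0.449 with all mice, so 1 library does not account for the relation. Because the change in TE is the difference of both fractions, its rho was −0.0444, but 0.279 without SMA mouse 1 and −0.344 without SMA mouse 2. The paper's own early-symptomatic log2 fold changes, for the 1325 genes with a known length among the first 1604 of its supplementary list, gave a rho of 0.545 in the transcriptome and 0.281 in the translatome, and its late-symptomatic ones −0.112 and −0.129. RNA integrity or fragment size that differed between the genotypes could give such a relation. Neither was tested, and a biological change that follows length cannot be told apart from them.

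For the ribosomal protein genes, lists matched for transcript length, GC content and expression level accounted for the early-symptomatic fall in the transcriptome. Of 10000 lists, 1294 had a median log2 fold change as far out as the set (−0.30, against −0.32 in the lists). In the early-symptomatic translatome 7 lists were as far out, with medians of −0.40 in the set and −0.30 in the lists. Length, GC content and expression level together thus account for a large part of that fall and not for all of it. In the late-symptomatic transcriptome and translatome 0 and 2 lists were as far out. For TE, 0 lists were as far out early (−0.11, against 0.03) and 0 late (−0.13, against −0.01). Without genes listed at 0 in any library the early-symptomatic set value of TE was −0.06 in place of 0.08, so its sign came from Rpl13, the only gene of the set that is listed at 0 in any library. In the histone genes 0 lists were as far out in the transcriptome early, 0 late, 0 in the translatome early, 0 late, 0 for TE early, and 18 for TE late.

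Y-linked genes and Xist divide the mice by sex. SMA mouse 1 of the early-symptomatic stage, and control mice 1 and 2 and SMA mouse 3 of the late-symptomatic stage, did not express Y-linked genes, and the other mice did. Sex was tested as an explanation of the late-symptomatic counts by dividing the 6 samples by it in place of the genotype. In autosomal genes this gave 740 genes at an unadjusted p under 0.05 in the transcriptome, 545 in the translatome and 237 for TE, against 1386, 1581 and 303 by genotype. Chance gives 762.35 of all tested genes at that threshold. Sex accounts for neither number of DEGs. For TE the counts by sex and by genotype both lie under the number that chance gives.

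Dividing the late-symptomatic mice into 3 and 3 in the 10 possible ways gives 4 divisions that part all 3 same-numbered pairs, the real one included, and 6 that part only 1 pair. As many DEGs as in the real division were found in 1 of the 4 (2 of the 10) in the transcriptome and in 1 of the 4 (1 of the 10) in the translatome. As many genes with altered TE were found in 2 of the 4 and 6 of the 10, with 609 genes in a division other than the genotypes and 315 in the real one. With the block the same held for 2 of the 4 and 6 of the 10, with up to 1762 genes in other divisions and 659 in the real one. The number of late-symptomatic genes with altered TE therefore does not stand out from other divisions of the same mice. A set value of the ribosomal protein genes as large was found in 1 of the 4 (4 of the 10) in the transcriptome, 4 of the 4 (8 of the 10) in the translatome and 1 of the 4 (1 of the 10) for TE, where the other 9 divisions reached at most 0.080 in either direction, against −0.11, and as many of these genes in 1 of the 4 (2 of the 10) among the genes with reduced TE (with the block 12 genes, in 1 of the 4 and 2 of the 10), 3 of the 4 (7 of the 10) among the translatome DEGs and 1 of the 4 (4 of the 10) among the transcriptome DEGs. The histone values were reached in 2, 4 and 3 of the 4 (2, 6 and 7 of the 10) for the transcriptome, translatome and TE, and their counts in 4, 4 and 3 of the 4 (10, 8 and 5 of the 10) for reduced TE, translatome DEGs and transcriptome DEGs. With 10 divisions no share can fall under 0.1, so this test could not tell any late-symptomatic result apart from a chance division, whatever its size. It can only show which results other divisions also reach.

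The deposited table lists genes at 0 in a pattern that differs between conditions. In the early-symptomatic control polysomal libraries 525 tested genes are listed at 0 in both, against 383, 319 and 396 in the other early-symptomatic conditions and between 405 and 472 in the late-symptomatic ones. Of the genes listed at 0 there but at 100 FPKM or more in every other library, there are 6, Cox4i1, Map1b, Rpl13, Tcf25, Tuba1b and Tubb3, and 0 in each of the other 7 conditions by the same measure. These genes were singled out after their values were seen. A locus of chromosome 8 (119910360 to 124345724) holds 66 tested genes, all listed at 0 in both libraries, of which 64 are above 0 in every other early-symptomatic library, with a median of 10.9 FPKM. It supplies 64 of the 94 genes with altered TE early after Benjamini-Hochberg adjustment. No explanation was tested, since the raw reads were not analysed here.

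The paper's supplementary list gives log2 fold changes that can be set against the log2 ratio of the mean deposited FPKM, for 1604 genes. Spearman's rho between them was 0.999874 in the early-symptomatic transcriptome, 0.999912 in the late-symptomatic transcriptome and 0.999881 in the late-symptomatic translatome, but 0.788 in the early-symptomatic translatome, where the median absolute difference was 0.0944 and the largest 1.39. For the log2 ΔTE of the paper and those computed here, rho was 0.788 early and 0.736 late. Of the genes that the paper calls among these 1604 and that were tested here, 21 of 44 and 23 of 38 were called in the early-symptomatic transcriptome and translatome, 29 of 34 and 33 of 41 in the late-symptomatic ones, and 2 of 35 and 11 of 35 for TE. The reason for the early-symptomatic translatome was not tested.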
